# Sexually dimorphic gene expression emerges with embryonic genome activation and is dynamic throughout development

**DOI:** 10.1186/s12864-015-1506-4

**Published:** 2015-04-14

**Authors:** Robert Lowe, Carolina Gemma, Vardhman K Rakyan, Michelle L Holland

**Keywords:** Sexual dimorphism, Pre-implantation embryo, Chromatin, Gene expression, Epigenetics, Development, Mouse, Mammalian, Sex-specific

## Abstract

**Background:**

As sex determines mammalian development, understanding the nature and developmental dynamics of the sexually dimorphic transcriptome is important. To explore this, we generated 76 genome-wide RNA-seq profiles from mouse eight-cell embryos, late gestation and adult livers, together with 4 ground-state pluripotent embryonic (ES) cell lines from which we generated both RNA-seq and multiple ChIP-seq profiles. We complemented this with previously published data to yield 5 snap-shots of pre-implantation development, late-gestation placenta and somatic tissue and multiple adult tissues for integrative analysis.

**Results:**

We define a high-confidence sex-dimorphic signature of 69 genes in eight-cell embryos. Sex-chromosome-linked components of this signature are largely conserved throughout pre-implantation development and in ES cells, whilst the autosomal component is more dynamic. Sex-biased gene expression is reflected by enrichment for activating and repressive histone modifications. The eight-cell signature is largely non-overlapping with that defined from fetal liver, neither was it correlated with adult liver or other tissues analysed. The number of sex-dimorphic genes increases throughout development. We identified many more dimorphic genes in adult compared to fetal liver. However, approximately two thirds of the dimorphic genes identified in fetal liver were also dimorphic in adult liver. Sex-biased expression differences unique to adult liver were enriched for growth hormone-responsiveness. Sexually dimorphic gene expression in pre-implantation development is driven by sex-chromosome based transcription, whilst later development is characterised by sex dimorphic autosomal transcription.

**Conclusion:**

This systematic study identifies three distinct phases of sex dimorphism throughout mouse development, and has significant implications for understanding the developmental origins of sex-specific phenotypes and disease in mammals.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1506-4) contains supplementary material, which is available to authorized users.

## Background

Sex determines anatomical, physiological and behavioural development in mammals. This developmental divergence arises as a consequence of sex-chromosome complement and is largely, although, not exclusively mediated through the organisational and activational effects of sex-specific hormones [1]. In adulthood, sex-specific gene expression is widespread in somatic tissues [2]. Consequentially, sex influences a plethora of complex traits that do not directly relate to reproductive roles. Exemplifying this, many diseases exhibit sex bias in prevalence or severity [3], and association of genetic variants with disease states is sex-dependent [4,5].

The ‘Four Core Genotypes’ mouse model has been used to dissect the contribution of sex-chromosome complement and the organisational and activational effects of sex-specific hormones [6], revealing that both hormones and chromosomal complement exert independent and divergent effects over metabolic and behavioural phenotypes [7,8]. Furthermore, animal models of the Developmental Origins of Health and Disease hypothesis reveal differential outcomes of early environmental insults dependent on sex [9], suggesting that sex should be considered as third parameter in any gene-environment interactions. Despite this, the origin and nature of these sex based differences are largely unexplored.

There is evidence that sexually dimorphic gene expression arises prior to gonadal differentiation, even in pre-implantation blastocysts, with both sex-linked and autosomal genes affected [10,11]. This dimorphism could determine the effects of specific environmental factors on long term developmental outcomes. Indeed, embryo culture medium induces long-term effects on glucose homeostasis in a sexually dimorphic manner [12]. Despite the relevance to human health and reproductive technologies, the origins and developmental dynamics of mammalian sexual dimorphism have not been characterized in detail. Here we report a high confidence signature of sexually dimorphic genes in the mouse coincident with embryonic genome activation using unmanipulated embryos, and from fetal and adult liver and performed comparative analyses using data from other sources. Our findings demonstrate that dimorphic expression emerges in the early cleavage embryo and is highly dynamic throughout development. Furthermore, we show that this is reflected in the chromatin structure. Through defining the nature and developmental origins of sexual dimorphism we provide a background for interpreting gene-environment interactions in directing developmental outcomes.

## Results

### Sexually dimorphic gene expression emerges very early in development

Eight-cell embryos provide the first snap-shot in mice after the initiation of embryonic genome activation at the 2 cell stage, when maternal transcripts have been depleted [13,14]. We isolated 12 eight-cell embryos for a discovery set and a further 12 for validation. Importantly, the embryos were produced by natural mating of inbred C57BL/6 J mice, without super-ovulation or *in vitro* culture, thereby providing a unique opportunity to examine sexually dimorphic expression *in vivo*. 

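RNA from the 12 individual eight-cell embryos of the discovery set, 6 male and 6 female, was sequenced, and the authors deposited the number of reads that HTSeq counted on each gene, without normalization. The embryos were collected at 2.5 dpc (days post-coital) from natural matings and came from 4 litters. The paper's text does not state which embryo came from which litter. The cDNA of each embryo was amplified by PCR before library construction, the reads had been aligned to mm10 (GRCm38) with Tophat, and duplicate reads had been removed with Picard before counting. Each library listed 23338 genes by symbol, of which 23116 (99.0%) could be placed on GRCm38. Between 4659656 and 7725432 reads per male embryo were counted on genes, with a median of 6026730.5, and between 5382562 and 7470629 per female embryo, with a median of 5722002. Counts were normalized for library size by edgeR's TMM method and are given as CPM, the counts scaled to the library total by edgeR's cpm function. Male and female embryos were compared with edgeR's quasi-likelihood F test, which is two-sided, over the 9087 genes kept by edgeR's filterByExpr. As in the paper, genes with a Benjamini-Hochberg adjusted p-value under 0.1 and an absolute log2 (male/female) above 0.5 were called sex dimorphic. The smallest level that 3 reads can show was between 0.388 and 0.644 CPM, before TMM scaling, in the male embryos and between 0.402 and 0.557 in the female embryos. Detection floors and confidence intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules.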

We generated transcriptome profiles for individual embryos using an adapted single-cell RNA-seq protocol (sequencing statistics are given in Additional file 1: Table S1). To our knowledge, this is the largest number of genome-wide transcriptome profiles from individual mouse embryos to date. 

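At least 1 read was counted in every one of the 12 eight-cell embryos for 7177 genes. With at least 1 read in any embryo in place of every embryo, the number was 14377, the setting that moved it most. With at least 10 reads in every embryo it was 6214, and 10363 genes had reads in at least 6 embryos. A single embryo had reads on between 9407 and 11126 genes, with a median of 10638.5 in males and 10140.5 in females.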

We detected 13 469 transcripts expressed across all eight cell embryos, which is greater than previous microarrays of blastocysts, but less than other RNA-seq data from eight cell embryos that was sequenced at greater depth [11,14]. The sex of the embryos was determined by plotting expression of the Y chromosome gene, *Eif2s3y* and the X chromosome gene, *Xist*, as both are expressed in a sex-specific manner in murine blastocysts [10]. A clear separation of 2 distinct groups consisting of 6 female and 6 male embryos for the discovery set was found (Additional file 2: Figure S1). 

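Xist lies on chromosome X of GRCm38 from 103460373 to 103483233 and encodes the non-coding RNA that coats the inactive X chromosome. Its level was 95.9 ± 53.9 CPM (SD, n = 6) in female embryos, from 39.9 to 174 CPM and 266 to 1109 reads per embryo. In male embryos it was 0.0503 ± 0.123 CPM (SD, n = 6), and 5 of the 6 had no read. The log2 (male/female) of Xist was -10.34 (standard error 0.705, edgeR adjusted p = 2.51e-08). Eif2s3y lies on chromosome Y from 1010612 to 1028598 and had 77.01 ± 23.1 CPM (SD, n = 6) in males and 0.389 ± 0.882 CPM (SD, n = 6) in females, a log2 (male/female) of 7.40 (standard error 0.815, edgeR adjusted p = 4.46e-05). Each female embryo had more Xist and less Eif2s3y than each male embryo. The paper assigned the sexes from these 2 genes, so their differences are not a separate test of the assignment. Ddx3y (chromosome Y, 1260715 to 1286613) and Ube1y1 (chromosome Y, 818713 to 844224) were not used for it. Ddx3y had 53.2 ± 27.0 CPM (SD, n = 6) in males and 0.0228 ± 0.0558 CPM (SD, n = 6) in females, a log2 (male/female) of 10.12 (standard error 0.743, edgeR adjusted p = 6.23e-08). Ube1y1 had 80.1 ± 47.9 CPM (SD, n = 6) in males and 0.0228 ± 0.0558 CPM (SD, n = 6) in females, a log2 (male/female) of 10.70 (standard error 0.703, edgeR adjusted p = 2.51e-08). The lower level of each of these genes is below what 3 reads can show in every embryo of that sex, except that female embryo 11 had 16 reads of Eif2s3y.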

We then sought to identify genes that were differentially expressed between male and female embryos, revealing 69 genes with a genome-wide corrected p-value < 0.1, (Benjamini-Hochberg correction) and −0.5 < log_2_ (male/female) > 0.5 (Table 1). 

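Between the 6 male and the 6 female embryos, 24 of the 9087 genes tested passed both thresholds, 4 male-biased and 20 female-biased. At an unadjusted p-value under 0.05 there were 353 genes. The setting that moved this number most was one fit shared by all 4 stages, under which the same embryos gave 1387 genes. That fit gives each gene 1 spread for all stages, which is too small for the embryos, since they varied more. Its embryo calls are therefore not a reliable count. DESeq2 gave 64 genes without a prior on fold changes and 63 with one. In counts simulated with 1 common coefficient of variation (0.708) for every gene, edgeR recovered 0 of 200 genes changed by a log2 of 1. It recovered 188 of 200 changed by a log2 of 3, with 8 false calls. DESeq2 recovered 5 and 193, with 9 and 56 false calls. The median coefficient of single genes was lower, at 0.525, so the simulation sets no bound on what could be detected. In the real embryos edgeR called smaller changes, such as Huwe1 at -0.82 and Tsr2 at -0.77. The autosomal genes past both thresholds were Ccng1, D7Ertd715e and Usp38. Ccng1, which encodes cyclin G1, lies on chromosome 11 from 40748552 to 40755286. It had 110 ± 59.2 CPM (SD, n = 6) in males and 28.9 ± 13.2 CPM (SD, n = 6) in females, a log2 (male/female) of 1.94 (standard error 0.368, edgeR adjusted p = 0.0288). Usp38, a ubiquitin-specific peptidase gene on chromosome 8 from 80980733 to 81014906, had 129 ± 33.2 CPM (SD, n = 6) in males and 259 ± 67.0 CPM (SD, n = 6) in females. Its log2 (male/female) was -1.01 (standard error 0.216, edgeR adjusted p = 0.0625), and its adjusted p-value was above 0.1 when the share of mapped reads on genes was a covariate.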

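Of the 24 genes past both thresholds, 18 (75%) were on the X chromosome, 3 were on the Y chromosome and 3 (12.5%) were autosomal, so 87.5% were on the sex chromosomes. The Wilson 95% confidence interval of the autosomal share was 4.34% to 31.0%. Under DESeq2 without a prior, 78.1% of its 64 genes were on the sex chromosomes (47 on X, 3 on Y) and 14 were autosomal. In the fit shared by all 4 stages, which sets the spread of the embryos too low, 88.7% of the 1387 genes were autosomal. Of the 69 genes that the paper lists in Table 1, every one had the direction the paper gives, and the median absolute difference from the paper's log2 fold changes was 0.0230. From the share of dimorphic genes on the X and Y chromosomes, the paper states that most sex differences of eight-cell embryos originate there (Figure 1A).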

The majority of sex dimorphic differences (78%) originated from the X and Y chromosomes (51/69 and 3/69, respectively; Figure 1A), whilst ~22% (15/69) were autosomal in origin (Figure 1B). 

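All 18 X-linked genes past both thresholds were higher in females. The 51 X-linked genes of Table 1 had a median log2 (male/female) of -1.06 (interquartile range -1.24 to -0.83, full range -10.34 to -0.54), and all 51 were below -0.5. Of these, 49 were kept by the filter and 18 passed both thresholds, against 43 with DESeq2 without a prior. The other 225 X-linked genes had a median of -0.53. The 51 genes were chosen by the paper from the same embryos, so their distance from the other X-linked genes is not an independent measurement. Eif2s3x, the X-linked paralog of Eif2s3y (chromosome X, 94188709 to 94212651), had 415 ± 68.8 CPM (SD, n = 6) in males and 734 ± 95.3 CPM (SD, n = 6) in females, a log2 (male/female) of -0.82 (standard error 0.159, edgeR adjusted p = 0.0288). Yy2 (chromosome X, 157566119 to 157568985) had 15.2 ± 7.43 CPM (SD, n = 6) in males and 67.5 ± 31.1 CPM (SD, n = 6) in females, a log2 (male/female) of -2.15 (standard error 0.414, edgeR adjusted p = 0.0288). Fthl17 (chromosome X, 9033486 to 9034333) had no read in males and 6.53 ± 4.36 CPM (SD, n = 6) in females, a log2 (male/female) of -8.32 (edgeR adjusted p = 0.0538). Its adjusted p-value was above 0.1 in edgeR without the expression filter, and DESeq2 gave it none, since its count was below DESeq2's own filter. Kdm6a (chromosome X, 18162667 to 18279358) and Gla (chromosome X, 134588169 to 134601005) had log2 values of -1.00 (edgeR adjusted p = 0.185) and -1.08 (edgeR adjusted p = 0.323). Both passed under DESeq2, and Kdm6a also with the share of mapped reads on genes as a covariate. Both also passed in the fit shared by all 4 stages, which sets the spread of the embryos too low.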

All X-linked genes were more expressed in female eight-cell embryos. 

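Of the 3 autosomal genes past both thresholds, 1 was male-biased (Ccng1) and 2 were female-biased (Usp38 and D7Ertd715e). Under DESeq2 without a prior, 6 of 14 autosomal genes were male-biased. The 8 male-biased autosomal genes of Table 1 had a median log2 (male/female) of 1.61 (range 0.67 to 7.45), and the 7 female-biased ones had a median of -0.94 (range -1.68 to -0.68). Of these 15 genes, 13 were kept by the filter, all 13 had an unadjusted edgeR p-value under 0.05 and 3 passed both thresholds. The paper chose the 15 genes by a test of the same embryos, so their low p-values are not an independent measurement.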

Sex-dimorphic autosomal genes were equally distributed amongst the sexes.

**Table 1:** **Genes defined as sexually dimorphic from eight-cell embryos**

**Gene name**	**CHR**	**Start**	**End**	**Strand**	**baseMean**	**log2FoldChange**
Xist	chrX	103460373	103483233	-	275.66	−9.01
Ube1y1	chrY	818713	844224	+	232.95	9.02
Ddx3y	chrY	1260715	1286613	-	153.51	8.49
Bex1	chrX	136213972	136215513	-	168.51	−6.46
B230206F22Rik	chrX	103560910	103623754	-	34.38	−6.73
Sms	chrX	157443954	157492046	-	6792.54	−1.32
Eif2s3y	chrY	1010612	1028598	+	224.03	5.94
Rbm3	chrX	8138975	8145802	-	3756.52	−1.06
Fthl17	chrX	9033486	9034333	+	18.80	−5.67
Huwe1	chrX	151803282	151935417	+	2245.04	−0.81
Hprt	chrX	52988078	53021660	+	16923.45	−1.10
Eif2s3x	chrX	94188709	94212651	-	3306.76	−0.81
Syap1	chrX	162856843	162888462	-	2009.79	−1.13
Yy2	chrX	157566119	157568985	-	237.80	−2.07
Eif1ax	chrX	159372195	159385699	+	1826.30	−1.01
Ccng1	chr11	40748552	40755286	-	403.37	1.88
D7Ertd715e	chr7	59969577	59974431	-	365.59	−1.63
Atp6ap2	chrX	12587759	12617051	+	1103.98	−1.02
Uba1	chrX	20658421	20683179	+	4718.65	−0.82
Ddx3x	chrX	13281022	13293983	+	4503.61	−0.96
Timm8a1	chrX	134537258	134541629	-	3804.40	−1.20
Tsr2	chrX	151087094	151096543	-	2495.42	−0.76
Med14	chrX	12675371	12761973	-	725.57	−1.36
Usp38	chr8	80980733	81014906	-	1115.47	−0.99
Rhox5	chrX	37754608	37808878	+	27.14	−3.92
Gnl3l	chrX	150983133	151017322	-	910.96	−0.74
Kdm6a	chrX	18162667	18279358	+	481.77	−0.98
Als2cr11	chr1	59050506	59094900	-	9.24	4.02
Aen	chr7	78895927	78908833	+	513.62	0.99
Bcap31	chrX	73686183	73716175	-	1554.31	−0.63
Rbbp7	chrX	162760372	162779090	+	4036.08	−0.81
Acsl4	chrX	142317993	142390535	-	1262.01	−1.08
Idh3g	chrX	73778963	73786897	-	2177.00	−0.71
Lamp2	chrX	38405064	38456455	-	1278.91	−1.03
Rbmx	chrX	57383348	57393036	-	321.01	−0.91
Porcn	chrX	8193850	8206525	-	303.00	−1.11
Ssr4	chrX	73787028	73790828	+	798.15	−0.82
Otud5	chrX	7841831	7874858	+	728.02	−0.71
1810030O07Rik	chrX	12654884	12673546	-	134.89	−1.85
Atrx	chrX	105797615	105929372	-	707.08	−0.85
Prps1	chrX	140456603	140476140	+	8178.23	−0.77
Aifm1	chrX	48474944	48513426	-	387.98	−1.18
Gm14511	chrX	8975712	8976559	-	31.79	−3.30
Mapkapk2	chr1	131053704	131097543	-	46.62	2.72
Wdr45	chrX	7722249	7728201	+	2311.35	−0.85
Cox7b	chrX	106015700	106022450	+	116.54	−1.37
Mad2l1bp	chr17	46147385	46153551	-	1191.38	−0.92
Tmem56	chr3	121202010	121263316	-	542.41	−1.12
Rpl10	chrX	74270816	74273135	+	14774.94	−0.80
Cybasc3	chr19	10577723	10589830	+	465.93	0.85
Mtf1	chr4	124802549	124849800	+	512.08	−0.75
Cks2	chr13	51645232	51650662	+	2503.02	−0.66
Gm14458	chrX	8985900	8986755	-	5.13	−3.53
Cdca7	chr2	72476219	72486890	+	867.49	0.67
Pgrmc1	chrX	36598225	36606079	+	414.68	−1.00
Thoc2	chrX	41794994	41911901	-	381.21	−1.06
Cited1	chrX	102247440	102251769	-	3344.44	−0.53
Ypel5	chr17	72836704	72851195	+	2403.16	−0.70
Cdk16	chrX	20688493	20699877	+	802.78	−0.70
Dnajc28	chr16	91614257	91618999	-	10.24	3.47
Fmr1	chrX	68678555	68717961	+	587.22	−1.20
Gla	chrX	134588169	134601005	-	476.84	−1.06
Hnrnph2	chrX	134601286	134607054	+	879.15	−0.74
Mpp1	chrX	75109733	75130949	-	430.95	−1.07
Msl3	chrX	168654118	168673902	-	355.99	−1.12
Tbc1d25	chrX	8154472	8176181	-	258.99	−1.15
Trappc1	chr11	69323986	69325793	+	118.07	1.26
Utp14a	chrX	48256934	48282449	+	619.81	−0.73
Xiap	chrX	42067836	42109664	+	449.57	−0.86

Dimorphic genes were defined from RNA-seq data generated from 6 male and 6 female eight-cell embryos (adjusted p-value < 0.1, (Benjamini-Hochberg correction) and −0.5 < log_2_(male/female) > 0.5). TSS = transcriptional start site.

**Figure 1:**
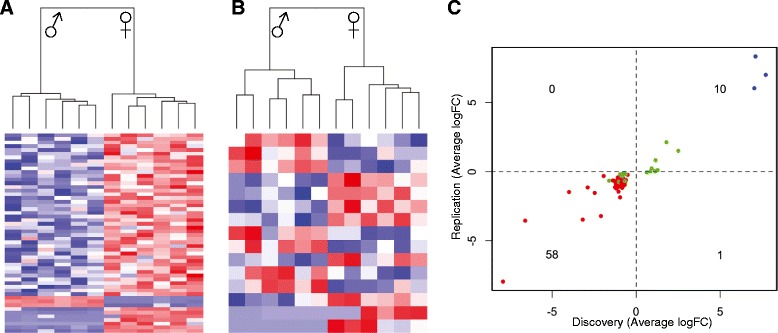
Identification and biological replication of sexually dimorphic genes identified in eight-cell embryos. Transcripts were defined as sex dimorphic from RNA-seq data using a genome-wide corrected p-value < 0.1 and −0.5 < log fold change (male/female) > 0.5 (**A**) Sexually dimorphic X-linked (51) and Y-linked (3) genes identified in the discovery set of six male and six female eight-cell embryos. (**B**) Autosomal genes (15) identified in the discovery set of six male and six female eight-cell embryos. Transcripts more highly expressed in a particular sex are indicated in red, those less expressed are indicated in blue. Rows representing individual transcripts were scaled to mean = 0, standard deviation = 1 (**C**) Average log fold change (male/female) for the discovery set (x-axis) plotted against log fold change (male/female) for an independent set of eight female and four male embryos (r = 0.95, p-value < 2.2 × 10^−16^). X-linked genes are indicated in red, Y-linked genes are indicated in blue and autosomal genes are indicated in green.

Substantial variation between individual embryos is apparent (Figures 1A,B, Additional file 2: Figure S2), and may reflect small differences in the timing of embryonic genome activation. However, we validated sex-biased expression of these genes in another 12 eight-cell embryos isolated in an independent experiment (8 female, 4 male) (Figure 1C). 

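The biological coefficient of variation that edgeR estimated was 0.708 across the 12 eight-cell embryos, 0.141 across the 2i ES cell lines, 0.124 across fetal livers and 0.146 across adult livers, each within sex. Restricting each stage to genes with a mean of at least 10 CPM gave 0.521, 0.129, 0.115 and 0.145, with the largest shift in the embryos. The median Spearman correlation of log2 CPM between 2 samples of the same sex, taken across genes, was 0.862 among male embryos and 0.875 among female embryos. It was 0.991 and 0.990 among male and female fetal livers and 0.974 and 0.966 among male and female adult livers. Embryo libraries alone were made with the amplified single-cell protocol, so stage and protocol cannot be told apart in this comparison. The paper names small differences in the timing of embryonic genome activation as a possible reason for the variation between embryos.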

Biological replicates showed a strong directional correlation (ρ = 0.95, p-value < 2.2x10^−16^), with all but one of the 69 genes showing the same sex-based expression bias, even though transcripts show average log(male/female) values small in magnitude. Three non-coding transcripts were included in the eight-cell signature, consistent with a role for non-coding RNAs in early embryo development [15]. Two of these were involved in X inactivation, *Xist* and *B230206F22Rik* (also known as *Ftx*) [16,17]. 

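B230206F22Rik lies on chromosome X of GRCm38 from 103560910 to 103623754, next to Xist. It had no read in any male embryo and 11.9 ± 6.52 CPM (SD, n = 6) in female embryos. The log2 (male/female) of B230206F22Rik was -9.19 (standard error 1.44, edgeR adjusted p = 0.0151). DESeq2 gave it a log2 of -8.62 without a prior and -1.11 with one, but no adjusted p-value, since its count was below DESeq2's own filter.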

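D7Ertd715e lies on chromosome 7 of GRCm38 from 59969577 to 59974431. It had 30.3 ± 14.0 CPM (SD, n = 6) in male and 96.8 ± 27.9 CPM (SD, n = 6) in female eight-cell embryos. Its log2 (male/female) was -1.68 (standard error 0.324, edgeR adjusted p = 0.0288).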

The third, *D7Ertd715e* is located immediately 3′ to the *Snrpn*/*Snurf* imprinted cluster on chromosome 7, but its function is unknown. We performed KEGG analysis of X-linked genes, using detected X chromosome genes as background and separately for the autosomal genes, using all detected autosomal genes as background. Neither analysis revealed enrichment after Bonferroni correction (p < 0.05).

### The dynamics of sexual dimorphism at different developmental stages

Having defined a high confidence, replicated gene expression signature from eight-cell embryos, we explored the temporal dynamics of these genes with respect to sex in pre- and post-implantation development. We obtained publically available transcriptome data derived from multiple stages (late two-, four- and sixteen-cell) of mouse pre-implantation development [14]. Not all embryonic stages profiled by Deng *et al.*, were included because sex could not be determined (earlier than late two-cell), only one sex was sampled, or the sex ratio was highly skewed (e.g. blastocysts). Several factors make using this data for defining stage-specific signatures problematic. The embryos profiled by Deng *et al.* are F1 hybrids of two genetically diverse inbred mouse strains (CAST/EiJ females × C57BL/6 J males). As such, embryo sex is directly confounded by genotype. They were also produced using super-ovulation, which may influence embryo development [18]. Furthermore, only small numbers of embryos were profiled at each stage (<5 total, Table 2), reducing the confidence of signatures defined *de novo*. Nonetheless, the data is useful for comparative analyses using the high confidence signature we defined from eight-cell embryos. To ensure that the coverage and dynamic range between these datasets is comparable, as we used different RNA-seq protocols, we first compared our eight-cell male embryos (n = 6) to eight-cell male embryos profiled by Deng *et al*., (n = 4), establishing a high degree of correlation between these profiles (Additional file 2: Figure S3, ρ =0.84, p-value < 2.2 × 10^−16^). 

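ES cell lines derived from eight-cell embryos in 2i medium, 2 male and 2 female, were sequenced with the TruSeq Stranded Total RNA kit. Their sex had been determined by PCR for the SRY gene. The authors deposited HTSeq read counts per gene without normalization, made with the same alignment and duplicate removal as for the embryos. Between 10289910 and 10386931 reads were counted on genes in the male lines and between 9857929 and 10001527 in the female lines. The smallest level that 3 reads can show was 0.289 to 0.304 CPM before TMM scaling. Normalization, test and thresholds were those used for the embryos, over 12678 genes kept by the filter. An exact permutation test of 2 lines against 2 cannot give a two-sided p-value below 0.333.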

To get a more expansive view of the developmental dynamics of dimorphic expression, we additionally generated embryonic stem (ES) cells derived from eight-cell embryos (2 male, 2 female) using the 2i method [19]. The 2i methodology results in ES cell lines that are transcriptionally and epigenetically similar to pre-implantation epiblast [20-22]. This was confirmed by a strong correlation of the 2i ESC transcriptome to recently published inner cell mass single-cell profiles (Additional file 2: Figure S4, ρ = 0.70, p-value < 2.2 × 10^−16^) [23]. 

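Livers of 24 fetuses at 17.5 dpc (12 male, 12 female) and of 24 adult mice aged 15 to 20 weeks (12 male, 12 female) were sequenced with the TruSeq Stranded Total RNA kit. The authors deposited HTSeq read counts per gene without normalization. The sex of the fetuses had been determined by PCR for SRY. Between 5145371 and 8182572 reads were counted on genes per male fetal liver (median 6229337.5) and between 6223973 and 8499603 per female fetal liver (median 6979075). The adult livers had between 1608848 and 4757610 reads in males (median 3471725) and between 1567583 and 3043818 in females (median 2605933.5), from a median of 10386691.5 sequences per male and 6701291.5 per female liver in Table S1. The smallest level that 3 reads can show was 0.353 to 0.583 CPM before TMM scaling in fetal livers and 0.631 to 1.91 in adult livers. Normalization, test and thresholds were those used for the embryos, over 12930 genes in fetal liver and 10372 in adult liver. The share of mapped reads that was assigned to genes differed between the sexes in fetal liver. It was 40.7% ± 1.57 (SD, n = 12) in males and 44.3% ± 1.42 (SD, n = 12) in females, a difference of -3.64 percentage points (two-sided permutation test, p = 2e-05). In adult liver the shares were 40.5% ± 8.34 (SD, n = 12) in males and 46.0% ± 7.50 (SD, n = 12) in females (two-sided permutation test, p = 0.103). The adult libraries fell into separate groups, with 8 male and 8 female livers at 40% or more and 4 male and 4 female livers under 40%. The share falls with reads outside genes and also with mapped reads that were never counted. It need not mean the same in both livers. Counted reads are those on 1 gene, several or none. Reads outside genes were 39.9% to 49.0% of counted reads in male and 34.1% to 38.1% in female fetal livers. They were 29.5% to 33.9% in adult males under 40% and 28.0% to 35.2% in the others. In adult females they were 34.6% to 36.6% and 25.7% to 32.8%. Libraries were pooled 12 to a sequencing lane, and the paper's text does not state which livers shared a lane.

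**Figure D1:**
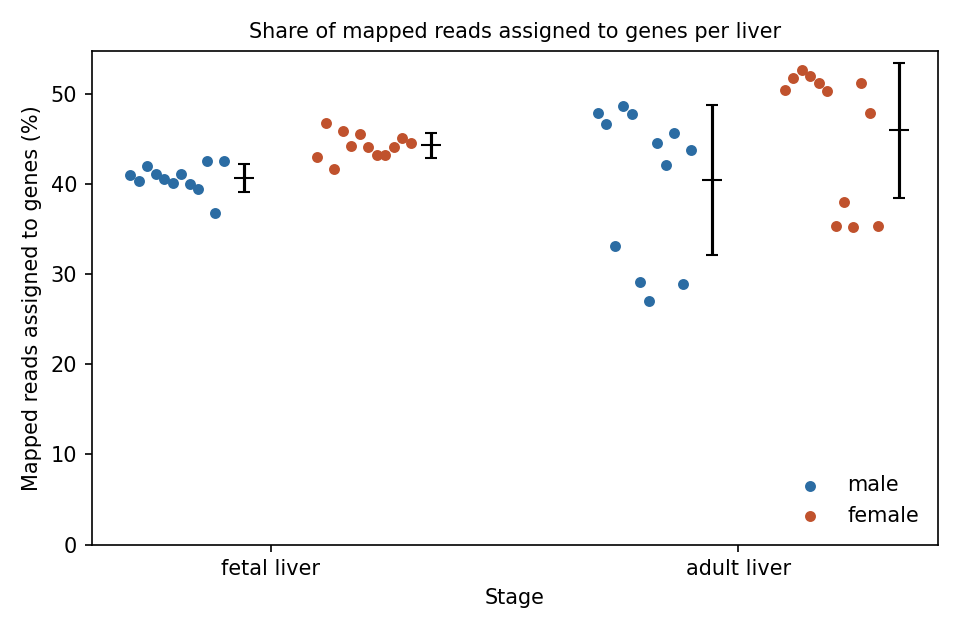
Share of mapped reads assigned to genes (%, vertical axis) in each fetal and adult liver by sex. Each point is 1 liver, and the lines give the mean and SD of 12 livers. Female fetal livers (44.3%) lay above male fetal livers (40.7%), and the adult livers of each sex formed separate groups above and below 40%.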

To profile post-implantation development we generated RNA-seq profiles from 17.5 dpc (days post-coital) fetal and adult liver (12 male, 12 female at each stage). We selected liver, because sex-based differences are well characterised and prolific in adults [24]. The ES cell, fetal and adult transcriptomes were all from a C57BL/6 J background.

**Table 2:** **Sample characteristics and sources for comparative analyses**

**Sample type**	**Number of males**	**Number of females**	**Data type**	**Source**
2-cell embryos	2	3	Single cell RNA-seq	[14]
4-cell embryos	1	3	Single cell RNA-seq	[14]
8-cell embryos	5	0	Single cell RNA-seq	[14]
8-cell embryos (discovery)	6	6	Whole embryo RNA-seq	This study
8-cell embryos (replication)	4	8	Whole embryo RNA-seq	This study
16-cell embryos	2	2	Single cell RNA-seq	[14]
2i ES cells	2	2	RNA-seq	This study
2i ES cells	2	2	ChIP-seq	This study
Fetal liver	12	12	RNA-seq	This study
Placenta	2	4	Microarray	[28]
Adult liver	12	12	RNA-seq	This study
Adult liver	165	169	Microarray	[24]
Adult adipose	165	169	Microarray	[24]
Adult brain	165	169	Microarray	[24]
Adult muscle	165	169	Microarray	[24]

Taking the two-, four- and sixteen-cell embryo data generated by Deng *et al*., together with our ES cell, fetal and adult liver data, we next examined whether the dimorphic expression of the 69 genes defined in eight-cell embryos is conserved throughout development. Unfortunately, Deng *et al*., only sampled males at the eight-cell embryo stage, precluding a direct comparison at this developmental time-point. 

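Among the stages profiled by the authors, Eif2s3y was male-biased in each. In the ES cell lines it had 4.30 ± 0.129 CPM (SD, n = 2) in males and no read in females, a log2 (male/female) of 8.45 (standard error 0.783, edgeR adjusted p = 0.0169). In fetal liver it had 88.6 ± 11.2 CPM (SD, n = 12) in males and 0.0602 CPM in females, a log2 (male/female) of 10.16 (edgeR adjusted p = 2.30e-24). In adult liver it had 82.7 ± 7.04 CPM (SD, n = 12) in males and 0.0829 CPM in females, a log2 (male/female) of 9.11 (edgeR adjusted p = 5.86e-27). The female means are below what 3 reads can show. Ddx3y was also male-biased in ES cells, fetal liver and adult liver, with log2 values of 10.47, 10.25 and 10.51 (edgeR adjusted p = 0.0271, 4.21e-24 and 2.63e-29). Ube1y1 was not kept by the filter in ES cells, where it had 0.908 CPM in males and 0.0516 CPM in females.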

Of the 69 signature genes, only one gene located on the Y chromosome (*Eif2s3y*) was expressed in a sexually dimorphic manner (logFC > 0.5) across all profiles, from 2 cell embryos onwards. From the four-cell stage onwards, a substantial proportion of transcripts are of embryonic origin [13,14] and the sexually dimorphic expression of the other Y chromosome genes (*Ddx3y, Ube1y1*) is established. The sex-specific expression of the majority of X chromosome genes is established from the two- to four-cell stage and maintained throughout pre-implantation development and in the ES cells (Figure 2A). However, the majority of the sex-chromosome genes within this signature do not show dimorphic expression in fetal or adult liver.

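In the 2i ES cell lines, the 51 X-linked genes of Table 1 had a median log2 (male/female) of -1.01 (interquartile range -1.23 to -0.80), and 49 of the 51 were below -0.5. With each line left out in turn the median stayed between -0.903 and -1.01 and between 48 and 50 genes were below -0.5. A difference between 2 lines and 2 cannot be separated from differences between individual lines by a permutation test. Xist itself had 0.0478 CPM in the male lines and 2.20 ± 0.246 CPM (SD, n = 2) in the female lines, a log2 (male/female) of -5.20 (edgeR adjusted p = 0.0267). Eif2s3x had 556 ± 19.2 CPM (SD, n = 2) in male and 1126 ± 7.61 CPM (SD, n = 2) in female lines, a log2 (male/female) of -1.02 (edgeR adjusted p = 0.0104).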

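In fetal liver, 48 of the 51 X-linked genes of Table 1 had reads. Their median log2 (male/female) was -0.10, 3 were below -0.5, 1 was above 0.5 and 4 passed both thresholds. In adult liver, 48 had reads, with a median of -0.07, of which 5 were below -0.5 and 3 passed both thresholds. The median of the fetal genes was lower than that of random sets of X-linked genes tested in fetal liver (two-sided permutation test across genes, p = 0.00382), where the other 383 X-linked genes had a median of -0.01. No such difference was detected in adult liver (p = 0.801). The genes are not independent replicates. The 1 gene above 0.5 in fetal liver was Huwe1 (chromosome X, 151803282 to 151935417), with 461 CPM in males and 304 CPM in females, a log2 (male/female) of 0.60 (standard error 0.0688, edgeR adjusted p = 4.57e-07). Of the 3 Y-linked genes, 2 passed both thresholds in each liver.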

**Figure 2:**
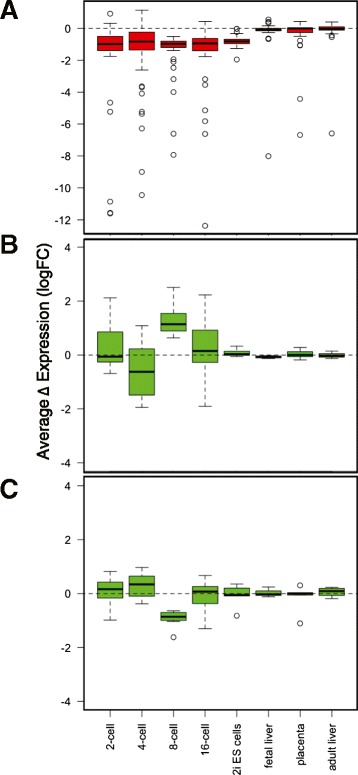
Sex biased expression of sexually dimorphic genes defined in eight-cell embryos across pre-implantation development, fetal and adult tissues. Sex-biased expression is represented as log fold change (male/female). Box plots represent mean with interquartile range. Whiskers are defined by extremes within 1.5X the interquartile range and additional points outside this range are shown as circles. (**A**) X-linked genes (red). Data for the placenta is restricted to 45/51 transcripts for which data was available (**B**) Autosomal genes (green) more expressed in male embryos. Data for the placenta is restricted to 7/8 transcripts for which data was available (**C**) Autosomal genes (green) more expressed in female embryos. Data for the placenta is restricted to 6/7 transcripts for which data was available.

Interestingly, the 15 autosomal genes that are sexually dimorphic in eight-cell embryos did not show consistent directional changes at other time-points in pre-implantation development. 

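Across the 12 eight-cell embryos, the 15 autosomal genes of Table 1 had a mean level of 5.52 ± 2.74 log2 CPM (SD, n = 15 genes, pseudocount 0.5 CPM) and the 54 sex-chromosome genes a mean of 6.43 ± 2.79 log2 CPM (SD, n = 54 genes). The difference was -0.91 (two-sided permutation test across genes, p = 0.269). Genes are not independent replicates. With the median over embryos in place of the mean, the difference was -1.00 (permutation p = 0.25).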

As these genes were expressed at comparable levels to the sex-chromosome encoded transcripts, it seems unlikely that an increased signal to noise ratio is responsible for this. Despite not showing dimorphism at other pre-implantation stages, 14/15 of these genes show biological validation at the eight-cell stage (Figure 1C), suggesting that this stage-specific autosomal sexual dimorphism is *bona fide*. The expression level of these genes seems to be very dynamic throughout pre-implantation development (Additional file 2: Figure S5). 

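Over the authors' own stages (eight-cell embryos, 2i ES cells, fetal liver and adult liver), the mean log2 CPM of an autosomal gene of Table 1 varied by a median of 3.63 between its lowest and highest stage, with a range of 0.69 to 6.21 over the 15 genes. The level was highest in the eight-cell embryos for 8 genes and lowest there for 4. The mean over the 15 genes was 5.52 log2 CPM in embryos, 4.91 in ES cells, 5.01 in fetal liver and 4.25 in adult liver. Stage-to-stage levels also carry the change of library protocol between embryos and the other samples.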

Similar pre-implantation stage-specific expression has also been shown for genes identified as dimorphic in bovine blastocysts [11]. Indeed, global autosomal gene expression reaches a nadir at the eight-cell stage (Additional file 2: Figure S6). 

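With a mean of at least 1 CPM as the requirement, 10439 autosomal genes were expressed in eight-cell embryos, 12016 in 2i ES cells, 13020 in fetal liver and 11780 in adult liver. Over all chromosomes the numbers were 10862, 12538, 13548 and 12217. When every library was thinned to 1567583 reads, the smallest library total, and at least 1 read on average was required, they were 11537, 13302, 14127 and 12769. With a mean of at least 0.1 CPM they were 13377, 15487, 16270 and 14808. The eight-cell embryos had the lowest number under each of these settings, and they were also the only samples made with the amplified single-cell protocol.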

Collectively, we show that sex-chromosome genes show largely consistent sexual dimorphism throughout pre-implantation development and in ground state pluripotent stem cells, regardless of genetic background, but that dimorphism of autosomal genes is more temporally dynamic.

### X-linked dimorphic genes escape paternal X inactivation in pre-implantation development

The emergence of sexually dimorphic expression of *Xist* at the four-cell stage coincides with the initiation of transcriptional inactivation of the paternal X chromosome in mice [25]. Higher X-linked expression in females must therefore reflect either an up-regulation of these genes from the maternal X chromosome in females, or escape from paternal X chromosome inactivation in the pre-implantation stages. 

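The 51 X-linked genes of Table 1 lay at a median distance of 54.98 Mb from Xist (chromosome X, 103460373 to 103483233 of GRCm38). Random sets of 51 genes from the 276 X-linked genes that could have been called in these embryos had a median of 46.0 Mb, with 95% of sets between 30.9 and 54.98 Mb (two-sided permutation test across genes, p = 0.0535). Without Xist and B230206F22Rik, which lie at the X inactivation centre, the median was 55.2 Mb (p = 0.0445). More than 20 Mb from Xist lay 45 of the 51 genes (88.2%), against 80.8% of the 276 genes, and the farthest gene was 95.7 Mb away. Neighbouring genes are not independent replicates.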

Consistent with the escape from silencing of the paternal X we find that the majority of X-linked sex dimorphic genes are located distally from the X inactivation centre (Additional file 2: Figure S7), confirming previous observations [26]. Indeed, allelic data generated by Deng *et al*., confirms that 35/38 (~92%) genes that had adequate allele-specific information were expressed from both maternal and paternal X chromosomes at one or more developmental time-points (four-, sixteen- or early blastocyst) [14]. Although there is some suggestion that inter-specific crosses may have altered X inactivation, reassuringly, two of the three transcripts solely of paternal origin are known to be involved in silencing the chromosome from which they are transcribed, *Xist* and *B230206F22Rik* (also known as *Ftx*) [16,17]. The other transcript (*Gla*) showed paternal-specific expression at the four-cell stage, with allelic data for later stages not available. Notably, silencing of paternal expression of this transcript has previously been shown to be initiated after the eight-cell and completed only by the blastocyst stage [27].

Sex-biased expression of most X chromosome genes that are dimorphic in eight-cell embryos, with the exception of *Xist,* and *Eif2s3x* is erased (−0.5 < logFC > 0.5) in fetal and adult liver (Figure 2A), but female-biased expression was retained for 5/51 X-linked genes in publically available gene expression array data from late gestation placenta [28], at log(male/female) < −0.5. 

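Xist had 0.251 ± 0.132 CPM (SD, n = 12) in male and 733 ± 88.1 CPM (SD, n = 12) in female fetal livers, a log2 (male/female) of -11.43 (standard error 0.120, edgeR adjusted p = 3.65e-33). In adult liver it had 0.321 CPM in males and 642 ± 259 CPM (SD, n = 12) in females, a log2 (male/female) of -10.67 (edgeR adjusted p = 1.61e-17). The male means of Xist are below what 3 reads can show. The log2 (male/female) of Eif2s3x was -0.66 in fetal liver (standard error 0.0435, edgeR adjusted p = 5.29e-12) and -0.63 in adult liver (standard error 0.0442, edgeR adjusted p = 4.52e-13). Kdm6a was also below -0.5 in both livers. It had 129 ± 6.53 CPM (SD, n = 12) in male and 211 ± 19.0 CPM (SD, n = 12) in female fetal livers, a log2 (male/female) of -0.71 (standard error 0.0447, edgeR adjusted p = 2.05e-12). In adult livers it had 38.2 ± 8.08 CPM (SD, n = 12) and 55.2 ± 11.0 CPM (SD, n = 12), a log2 (male/female) of -0.52 (standard error 0.110, edgeR adjusted p = 6.78e-04). Bex1 (-2.01) and Cited1 (-0.82) were below -0.5 in adult liver at levels that the filter removed. The log2 (male/female) of B230206F22Rik was -0.11 in fetal liver (edgeR adjusted p = 0.155) and -0.50 in adult liver (edgeR adjusted p = 0.00597), without passing the fold change threshold. With DESeq2 and a prior on fold changes Kdm6a did not pass both thresholds in adult liver. The paper states that the bias of most of these X-linked genes, with Xist and Eif2s3x as exceptions, is erased in fetal and adult liver (Figure 2A).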

As extra-embryonic tissues in the mouse demonstrate imprinted inactivation of the paternal X chromosome, we asked if dimorphic X-linked expression is more similar in general between these two tissues. Using a cut-off of log(male/female) < −0.5, we identified 79 X-linked genes showing female biased expression in placenta and found that there was a trend towards female-biased expression of these genes in the eight-cell embryos (t test, mean = −0.14, p-value = 0.046). Consistent with re-activation of the inactive paternal X chromosome in the epiblast-like 2i ES cells, the female bias in expression of the dimorphic X-linked genes identified from eight-cell embryos is maintained and expanded upon (Additional file 2: Figure S8). 

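In the 2i ES cell lines, 298 X-linked genes passed both thresholds, 297 of them female-biased, against 18 in the eight-cell embryos. The 412 X-linked genes tested in ES cells that are not in Table 1 had a median log2 (male/female) of -0.89, against -1.01 for the 51 genes of Table 1. The median of the 51 was not distinguishable from that of random sets of X-linked genes (two-sided permutation test across genes, p = 0.125). Kdm6a had a log2 (male/female) of -0.77 (edgeR adjusted p = 0.0104), Gla of -1.07 (edgeR adjusted p = 0.0164), Yy2 of -0.95 (edgeR adjusted p = 0.0219) and B230206F22Rik of -1.79 (edgeR adjusted p = 0.0555). In the fit shared by all 4 stages, 107 X-linked genes passed in ES cells and Yy2 did not. The same fit gave 147 in the eight-cell embryos, so the order of the stages was reversed. Since that fit sets the spread of the embryos too low, the reversed order cannot be read as a difference between the stages. DESeq2 without a prior gave 291 in ES cells against 47 in embryos. The paper relates the maintained and expanded female bias to re-activation of the inactive paternal X chromosome in the ES cells.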

In fetal and adult somatic tissues, a different set of X chromosome genes are dimorphic.

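Both thresholds were passed by 24 X-linked genes in fetal liver, 7 female-biased and 17 male-biased, and by 35 in adult liver, 31 female-biased and 4 male-biased. Only 4 of the 24 and 3 of the 35 are in Table 1. Of the 24 X-linked genes of fetal liver, 4 passed in adult liver. With the share of mapped reads on genes as a covariate, 4 X-linked genes passed both thresholds in fetal liver and 31 in adult liver.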

### Sex-biased expression is correlated with post-translational histone modifications

Specific post-translational histone modifications are associated with particular transcriptional states and genomic features. We sought to explore the relationship of sexually dimorphic expression in pre-implantation development with chromatin features. To address this, we generated genome-wide profiles for three post-translational histone modifications in our 2i ES cells using chromatin immunoprecipitation combined with deep sequencing (ChIP-seq). 12–20 million mapped reads were generated for each mark (Additional file 1: Table S1). Determining average profiles for the 2000 most high- or low-expressed genes confirmed the expected enrichment of H3K4me3 at active gene promoters, whilst H3K27me3 was depleted (Additional file 2: Figure S9). Both H3K27me3 and H3K9me3 were enriched at repetitive elements and H3K9me3 was associated with imprinted genes, confirming the distribution of these modifications is typical of ground state pluripotency [20]. Genes located on the X chromosome conform to genome-wide distribution patterns.

Given the association of H3K4me3 with transcriptional activity, we next asked whether the X-linked genes identified as sex-dimorphic in the eight-cell embryos are more enriched for H3K4me3 in female 2i ES cells. Dimorphic expression of 46/51 of these genes is conserved in the ES cells. 

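Of the 51 X-linked genes of Table 1, 48 were kept by the filter in the 2i ES cell lines and 45 passed both thresholds. DESeq2 also gave 45, with and without a prior on fold changes.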

Before assessing relative enrichment for X-linked dimorphic genes, we first needed to account for the difference in chromosome dosage between the sexes. When ChIP-seq reads were counted in 3 kb windows surrounding the TSS, we were able to show that all three histone marks show relative enrichment in females, as expected. We developed a model allowing us to correct for chromosome dosage in subsequent analyses (see Methods). Interestingly, after applying the model for dosage correction, we found that sex-dimorphic genes show female-biased enrichment of H3K4me3 surrounding the TSS (FE_female_ = 1.47; p-value = 0.002), whilst H3K9me3 (FE_female_ = 0.72; p-value = 0.028) and H3K27me3 (FE_female_ = 0.63; p-value = 0.005) show greater enrichment in the males (Figure 3). This is consistent with enrichment of H3K4me3 in female compared to male ES cells at the X-linked *Rhox6/9* genes which is lost upon differentiation and loss of expression [29].

**Figure 3:**
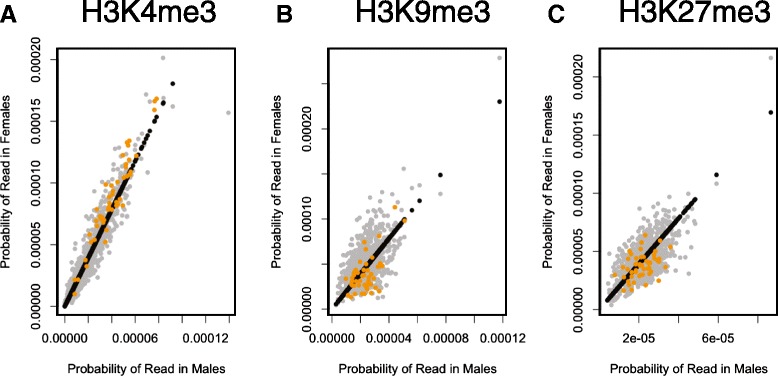
X-linked genes more expressed in female eight-cell embryos show female-biased enrichment for H3K4me3 and depletion of H3K9me3 and H3K27me3 in 2i embryonic stem (ES) cells. After correcting for sex differences in X chromosome dosage, X-linked genes that do not show sex-biased enrichment of post-translational histone modifications should fit the model (black line). All X-chromosome genes were used as background (grey points). Enrichment was calculated for the 3 kb surrounding the transcriptional start site from ChIP-seq data generated from 2i ES cells. Dimorphic X-linked genes identified from eight-cell embryos are more expressed in females (orange points). (**A**) H3K4me3 is relatively enriched in females for the dimorphic genes (FE_female_ = 1.47; p-value = 0.002) (**B**) H3K9me3 is relatively depleted in females for the dimorphic genes (FE_female_ = 0.72; p-value = 0.028) (**C**) H3K27me3 is relatively depleted in dimorphic genes (FE_female_ = 0.63; p-value = 0.005). Significance for fold enrichment was calculated using permutation tests.

Although power for *de novo* calling is limited by the number of biological replicates for the ES cells, we were able to identify sex-biased expression (genome-wide corrected p-value < 0.1, −0.5 < logFC > 0.5) for use in correlative analyses. 

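Between 2 male and 2 female 2i ES cell lines, 1205 of 12678 genes passed both thresholds, 434 male-biased and 771 female-biased. Of these, 900 (74.7%) were autosomal, 298 were X-linked and 4 were Y-linked. The fit shared by all 4 stages moved this number most, to 333 genes, of which 66.7% were autosomal. DESeq2 without a prior gave 1109. In counts simulated with the common spread of these lines for every gene, edgeR recovered 143 of 200 genes changed by a log2 of 1 (71.5%) and DESeq2 118. With 2 lines of each sex, a permutation test cannot separate a difference between the sexes from differences between individual lines. The edgeR test rests on the spread between only 2 lines of each sex. Sox11 (chromosome 12, 27334268 to 27342718) had 74.2 ± 0.158 CPM (SD, n = 2) in male and 27.3 ± 0.730 CPM (SD, n = 2) in female lines, a log2 (male/female) of 1.44 (standard error 0.103, edgeR adjusted p = 0.0104). Sft2d2 (chromosome 1, 165174341 to 165194522) and Rasgrp2 (chromosome 19, 6398957 to 6415216) were male-biased with log2 values of 2.57 and 2.24 (edgeR adjusted p = 0.0104 for each). Ppp2r2c (chromosome 5, 36866846 to 36955078) had 40.8 ± 0.276 CPM (SD, n = 2) in male and 136 ± 2.27 CPM (SD, n = 2) in female lines, a log2 (male/female) of -1.74 (standard error 0.0908, edgeR adjusted p = 0.0104). Folr1 (chromosome 7, 101858331 to 101870788) was female-biased with a log2 (male/female) of -1.92 (edgeR adjusted p = 0.0104). Ppp2r2c and Folr1 had adjusted p-values above 0.1 in the fit shared by all 4 stages.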

Whilst the X-linked genes identified as sex-dimorphic in eight-cell embryos show evidence for escape from paternal X inactivation, they represent only a subset of the X-linked genes identified as sex-dimorphic in ES cells, where the paternally silenced X has been reactivated (Additional file 2: Figure S8). Consistent with what was found for the transcripts identified from eight-cell embryos, we observe that transcriptional activity of X-linked genes defined from ES cells is associated with enrichment of H3K4me3 in the 3 kb surrounding the TSS (Figure 4A; t-test p-value < 2.2x10^−16^ (mean = −0.136)). However, the ES cell defined X-linked dimorphic genes differ from the eight-cell embryo defined subset in that whilst male cells show H3K9me3 enrichment (Figure 4B; t-test p-value < 2.2x10^−16^ (mean = 0.619)), male specific H3K27me3 enrichment is very weak (Figure 4C; t-test p-value = 0.04 (mean = 0.037)), suggesting differential regulation of these gene subsets at the chromatin level, despite both maternal and paternally inherited alleles in both subsets being transcriptionally active in the ES cells.

**Figure 4:**
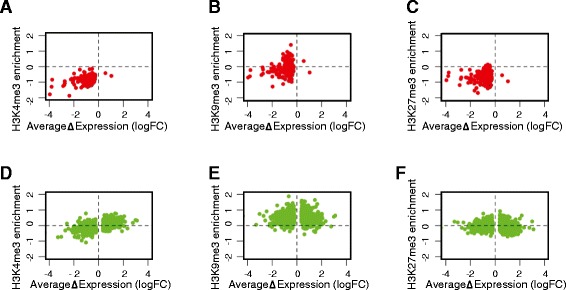
Histone post-translational modifications associated with the transcriptional start site (TSS) of sexually dimorphic genes in 2i embryonic stem cells. Transcripts were defined as sex dimorphic from RNA-seq data using a genome-wide corrected p-value < 0.1 and −0.5 < log fold change (male/female) > 0.5. The average log fold change (male/female) is shown on the x axis. Enrichment for specific post-translational histone modifications was calculated for the 3 kb surrounding the TSS from ChIP-seq data generated from 2i ES cells (y axes). Correlations for sex dimorphic X-linked genes and TSS (**A**) H3K4me3 enrichment (t-test p-value < 2.2 × 10^−16^ (mean = −0.136)) (**B**) H3K9me3 enrichment (t-test p-value < 2.2 × 10^−16^ (mean = 0.619)) **(C)** H3K27me3 enrichment (t-test p-value = 0.04 (mean = 0.037)). Correlations for dimorphically expressed autosomal genes and TSS **(D)** H3K4me3 enrichment (ρ = 0.57, p-value < 2.2 × 10^−16^) (**E**) H3K9me3 enrichment (ρ = 0.0052, p-value = 0.89) (**F**) H3K27me3 enrichment (ρ = −0.077, p-value = 0.036).

A positive correlation between expression and H3K4me3 enrichment in the 3 kb surrounding the TSS of sex-dimorphic autosomal genes expressed in ES cells was found (Figure 4D; ρ = 0.57, p-value < 2.2x10^−16^). TSS H3K9me3 enrichment does not correlate with gene expression, although is enriched in males (Figure 4E; ρ = 0.0052, p-value = 0.89), whilst H3K27me3 is very weakly anti-correlated (Figure 4F; ρ = −0.077, p-value = 0.036). The autosomal genes identified in the eight-cell embryos were not called as significantly dimorphic in the ES cells, although they were still expressed. Furthermore, as there were so few sexually dimorphic autosomal genes in the eight-cell signature, we could not make correlations with the ESC histone marks. 

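In the 2i ES cell lines, 14 of the 15 autosomal genes of Table 1 had a mean of at least 1 CPM and 14 were kept by the filter. None of the 14 passed both thresholds, and 0 had an unadjusted edgeR p-value under 0.05. The median log2 (male/female) was 0.05 for the 8 genes that were male-biased in embryos and -0.06 for the 7 that were female-biased. In counts simulated with the common spread of these lines for every gene, edgeR recovered 143 of 200 genes changed by a log2 of 1.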

Our findings suggest that sex-biased gene expression associates with enrichment of H3K4me3 at the TSS in the sex that has higher expression. This relationship is true for both X-linked and autosomal genes.

### Sexual dimorphism is more pronounced in adult compared to fetal liver

Sexually dimorphic expression of the eight-cell signature genes in liver at adult and fetal stages did not recapitulate that found in pre-implantation development (Figure 2). 

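The 8 autosomal genes that were male-biased in eight-cell embryos had a median log2 (male/female) of -0.09 in fetal liver and -0.10 in adult liver. The 7 female-biased genes had medians of -0.03 and 0.08. None of the 14 autosomal genes tested in fetal liver or the 12 tested in adult liver passed both thresholds, and 4 and 3 of them had an unadjusted edgeR p-value under 0.05. Counts simulated with the common spread of each liver stage for every gene gave 199 and 200 of 200 genes changed by a log2 of 1 in fetal and adult liver.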

To investigate the inter-relationship of sex-biased gene expression at later developmental stages, we identified a signature of 1488 dimorphic genes within adult liver (genome-wide corrected P < 0.1, −0.5 < logFC > 0.5; Additional file 3: Table S2). 

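Between 12 male and 12 female adult livers, 984 of 10372 genes passed both thresholds, 312 male-biased and 672 female-biased. Without the expression filter 1518 genes passed, and without the fold change threshold 3400 genes had an adjusted p-value under 0.1. Among the 8 male and 8 female livers with at least 40% of mapped reads on genes, 960 passed, and with that share as a covariate 897. The 3 male-biased autosomal genes with the smallest adjusted p-values were Gstp1, Ttc39c and Cyp4a12b. Gstp1, a glutathione S-transferase gene (chromosome 19, 4035411 to 4037912), had 921 ± 146 CPM (SD, n = 12) in males and 115 ± 20.4 CPM (SD, n = 12) in females, a log2 (male/female) of 3.00 (standard error 0.0942, edgeR adjusted p = 1.15e-21). Ttc39c (chromosome 18, 12643533 to 12737052) had a log2 (male/female) of 2.32 (edgeR adjusted p = 1.15e-21). Cyp4a12b, a cytochrome P450 gene (chromosome 4, 115411624 to 115439034), had 31.2 ± 7.81 CPM (SD, n = 12) in males and 0.0296 CPM in females, which is below what 3 reads can show, and a log2 (male/female) of 8.58 (edgeR adjusted p = 3.89e-21). The 3 female-biased ones were Cyp2a4, Slc22a26 and Nt5e. Cyp2a4, another cytochrome P450 gene (chromosome 7, 26307192 to 26315088), had 0.347 ± 0.326 CPM (SD, n = 12) in males and 878 ± 199 CPM (SD, n = 12) in females, a log2 (male/female) of -11.13 (standard error 0.203, edgeR adjusted p = 3.05e-26). Slc22a26 (chromosome 19, 7781981 to 7802667) and Nt5e (chromosome 9, 88327609 to 88372089) had log2 values of -9.28 and -3.38 (edgeR adjusted p = 1.32e-25 and 1.08e-21).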

Autosomal genes account for ~96% of the dimorphic genes, in contrast to what is observed at pre-implantation stages (Additional file 2: Figure S8). 

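Of the 984 dimorphic genes of adult liver, 944 (95.9%, Wilson 95% confidence interval 94.5% to 97.0%) were autosomal, 35 were X-linked and 5 were Y-linked. The autosomal share was between 95.5% and 96.5% under every alternative tried for adult liver.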

KEGG analyses identified many enriched pathways, with drug metabolism as most significant, consistent with previous findings (Additional file 4: Table S3) [30]. 

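The paper lists 43 genes under drug metabolism in Table S3, of which 39 were kept by the filter in adult liver. All 39 passed both thresholds, 10 male-biased and 29 female-biased, against 9.49% of all genes tested. These genes were taken by the paper from its own list of dimorphic genes, so their share is not an independent measurement. Their median log2 (male/female) was -1.29, and the highest was 5.37 for Cyp2d9. In fetal liver, 32 of the 43 were tested and 1 passed both thresholds.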

Reassuringly, our data strongly correlated with previously published adult liver dimorphic differences, despite the different profiling platforms and genetic backgrounds between the two datasets (ρ = 0.82; p-value < 2.2x10^−16^) [24]. On the premise of this, we established a cut off (−0.5 < logFC > 0.5) by which we could define a signature for the other tissues; adipose, muscle and brain, profiled by Yang *et al*. Consistent with previous analyses we found that there was not a significant correlation for sex-dimorphic expression across tissues (data not shown), whilst X-linked genes showed modest female-biased expression differences [31]. Furthermore, the signature defined from eight-cell embryos did not show directional consistency in any of the adult tissues (data not shown).

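Between 12 male and 12 female fetal livers, 600 of 12930 genes passed both thresholds, 493 male-biased and 107 female-biased. Without the fold change threshold 4807 genes had an adjusted p-value under 0.1, 2287 of them male-biased and 2520 female-biased. The share of mapped reads on genes differed between the sexes in these livers. With it as a covariate, 29 genes passed both thresholds, of which 22 were among the 600 (3.67%). Since the share and sex go together in these livers, calls would be lost whether or not the share is their cause. Among the 10 male and 8 female livers with 40% to 45% of mapped reads on genes, 451 genes passed, 399 of them male-biased. Of the 451, 404 were among the 600. Within that range the share still differed between the sexes. Reads outside genes were 39.9% to 44.2% of counted reads in these males and 34.8% to 38.1% in these females. The subset therefore does not remove a difference in read composition. The 3 male-biased autosomal genes with the smallest adjusted p-values were Eif5b, Tbrg3 and Prrc2c. Eif5b (chromosome 1, 37998010 to 38055579) had 123 ± 14.4 CPM (SD, n = 12) in males and 77.2 ± 7.64 CPM (SD, n = 12) in females, a log2 (male/female) of 0.67 (standard error 0.0602, edgeR adjusted p = 1.10e-08). Tbrg3 (chromosome 15, 82890483 to 82898461) had a log2 (male/female) of 0.80 (edgeR adjusted p = 1.76e-08) and Prrc2c (chromosome 1, 162671785 to 162740560) of 0.83 (edgeR adjusted p = 1.16e-07). With the share as a covariate these values were 0.47, 0.58 and 0.51, each with an edgeR adjusted p-value under 0.1. In the fit shared by all 4 stages the adjusted p-value of Tbrg3 was above 0.1. The 3 female-biased ones were Snord17, Snora23 and Hist1h3h. Snord17, a small nucleolar RNA gene (chromosome 2, 144265982 to 144266202), had 46.3 ± 7.20 CPM (SD, n = 12) in males and 70.4 ± 9.69 CPM (SD, n = 12) in females, a log2 (male/female) of -0.61 (standard error 0.0804, edgeR adjusted p = 3.26e-06). Snora23 (chromosome 7, 110046364 to 110046547) and Hist1h3h (chromosome 13, 21717628 to 21718115) had log2 values of -0.84 and -0.72 (edgeR adjusted p = 1.69e-04 and 2.46e-04). With the share as a covariate, the values of Snord17, Snora23 and Hist1h3h were -0.36, -0.77 and -0.56, with adjusted p-values above 0.1.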

We also defined a sexually dimorphic signature of 394 genes from late gestation fetal liver (genome-wide corrected p-value < 0.1, −0.5 < logFC > 0.5; Additional file 3 Table S2). 

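Of the 600 dimorphic genes of fetal liver, 568 (94.7%, Wilson 95% confidence interval 92.6% to 96.2%) were autosomal, 24 were X-linked, 4 were Y-linked and 4 could not be placed. With the share of mapped reads on genes as a covariate, 69.0% of the 29 genes that passed were autosomal.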

As with adult liver, the majority (~94%) of sex-biased differences were autosomal in origin (Additional file 2: Figure S8). 

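The 8 fetal liver pathways of Table S3 list 18 genes, of which 16 were kept by the filter in fetal liver. All 16 had an edgeR adjusted p-value under 0.1 and 5 also passed the fold change threshold, 2 male-biased and 3 female-biased. Their log2 (male/female) ranged from -0.78 to 0.91 with a median of 0.41. The paper took these genes from its own dimorphic list, so they are not an independent set.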

KEGG analysis identified 8 signaling and disease-associated pathways that were enriched in fetal liver after Bonferroni correction p-value < 0.05; (Additional file 4: Table S3). Using the same criteria, we identified 3.8X as many sex-dimorphic transcripts in adult compared to fetal liver. 

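The 984 dimorphic genes of adult liver were 1.64 times the 600 of fetal liver. The setting that moved this ratio most was the share of mapped reads on genes as a covariate, with a ratio of 30.9. Without the fold change threshold the ratio was 0.707, with more genes in fetal than in adult liver. It was 1.75 with DESeq2 without a prior. The stage by sex interaction of edgeR tested the difference between the livers itself. The sex difference differed between fetal and adult liver, at an adjusted p-value under 0.1, for 4384 of 13026 genes. Adult liver was the more male-biased for 2441 of them and the more female-biased for 1943. Of the 984 adult dimorphic genes, 789 differed in this way, and of the 578 fetal ones in the joint fit, 329. With the share of mapped reads on genes as a covariate, a setting chosen after seeing the data, 1489 genes differed, 494 of the 984 and 66 of the 578 among them. From the numbers, overlap and direction of the dimorphic genes of the livers, the paper proposes that sexual dimorphism is present in late gestation liver and expands in the adult, with a part that is specific to each developmental stage.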

There was substantial overlap between the two developmental stages, with 72% (264/369) of autosomal, 67% (14/21) of X-linked and 100% (4/4) of Y-linked genes identified as dimorphic in fetal liver also being identified as dimorphic in adult liver (Additional file 3: Table S2), collectively representing a 11.95 fold enrichment (p-value < 0.001), when all expressed genes are considered as background. 

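Of the 600 genes dimorphic in fetal liver, 38 (6.33%) were also dimorphic in adult liver. By chromosome these were 30 of 568 autosomal genes (5.28%), 4 of 24 X-linked genes (16.7%) and 4 of 4 Y-linked genes. Among the 10127 genes tested in both livers, 389 were dimorphic in fetal and 866 in adult liver, and 33.3 would be shared by chance. The 38 shared genes were 1.14 times that number (two-sided Fisher's exact test, odds ratio 1.16, p = 0.356). Genes are not independent replicates. Without the fold change threshold 1234 genes were shared, 25.7% of the fetal genes and 0.926 times the chance number (two-sided Fisher's exact test, p = 2.02e-05). With DESeq2 without a prior, 37 of 568 fetal genes were shared, 1.13 times the chance number (two-sided Fisher's exact test, p = 0.456). A list made by DESeq2 without a prior on all genes with at least 1 read, of genes with a fetal adjusted p-value under 0.1 and an adult absolute log2 (male/female) above 0.5, chosen after seeing the data, held 517 genes, of which 329 (63.6%) were among the 1434 dimorphic genes that this fit gave in adult liver. With a prior the same rule gave 292 genes. That fold change is also a criterion of the adult list, so a high overlap follows from the way the list is made.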

Yet, this enriched subset of dimorphic transcripts that is common across both fetal and adult liver do not show directional consistency across datasets (Figure 5) (X-squared = 2.07, p-value = 0.15). 

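Of the 38 genes dimorphic in both livers, 24 (63.2%) had the same direction. Male-biased in both were 14 genes and female-biased in both 10. Male-biased in fetal and female-biased in adult liver were 10, and 4 had the opposite pattern (two-sided Fisher's exact test, p = 0.101). Among the 30 autosomal genes 17 had the same direction, a split that two-sided Fisher's exact test did not tell from chance. Without the fold change threshold 690 of 1234 genes (55.9%) had the same direction (two-sided Fisher's exact test, p = 1.84e-06). With DESeq2 without a prior 24 of 37 did (two-sided Fisher's exact test, p = 0.136). Over the genes that Table S2 lists as common to both livers and that were tested in both, 122 of 216 (56.5%) did (two-sided Fisher's exact test, p = 0.05). In the fold changes that Table S2 itself gives, a setting chosen after seeing the data, 153 of its 282 common genes did (two-sided Fisher's exact test, p = 0.107). Genes are not independent replicates.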

Our findings suggest that sexually dimorphic gene expression is present in late gestation liver, but is further expanded upon in the equivalent adult tissues, with some sexual-dimorphism being developmental stage specific. Consistent with previous findings, we did not find any up-regulation of X chromosome expression to equate with the level of autosomal gene expression, thereby refuting Ohno’s hypothesis [32]. 

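For each sample, the median CPM of the autosomal genes kept by the filter was divided by the median CPM of the X-linked genes kept by it. In adult liver, over 10027 autosomal and 288 X-linked genes, the ratio was 1.20 ± 0.0539 (SD, n = 12) in males and 1.13 ± 0.0360 (SD, n = 12) in females. The difference of 0.0642 was larger than the SD of either sex (two-sided permutation test, p = 0.00244, Benjamini-Hochberg adjusted over the 4 stages p = 0.00488). Among livers with at least 40% of mapped reads on genes the difference was 0.0484 (8 males and 8 females, two-sided exact permutation test, p = 0.0496), and among those under 40% it was 0.0959 (4 males and 4 females, two-sided exact permutation test, p = 0.0857). In fetal liver the ratio was 1.13 ± 0.0367 (SD, n = 12) in males and 1.16 ± 0.0439 (SD, n = 12) in females, a difference of -0.0309 (two-sided permutation test, p = 0.0749, adjusted p = 0.0999). Among the 10 male and 8 female fetal livers with 40% to 45% of mapped reads on genes the difference was -0.0121 (two-sided exact permutation test, p = 0.488). In eight-cell embryos the ratio was 1.51 ± 0.149 (SD, n = 6) in males and 1.02 ± 0.0892 (SD, n = 6) in females (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow, adjusted p = 0.00488). In 2i ES cells it was 1.55 ± 0.124 (SD, n = 2) and 0.841 ± 0.0255 (SD, n = 2) (two-sided exact permutation test, p = 0.333, the smallest that 2 lines against 2 allow, adjusted p = 0.333). The paper's text does not name the summary behind its ratio. Its methods name variance stabilized counts for its further analyses, whereas the ratios here are of CPM. The scales may therefore differ, and ratios of transformed counts were not computed here. With the mean over genes in place of the median, the adult ratio was 1.42 in males and 1.34 in females, and the fetal difference changed sign to 0.0549 (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give). With all genes with at least 1 read, the setting that moved the ratio most, it was 3.37 and 2.84 in adult and 2.15 and 2.26 in fetal liver. From its ratios, the paper concludes that expression of the X chromosome was not raised to the level of autosomal genes.

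**Figure D2:**
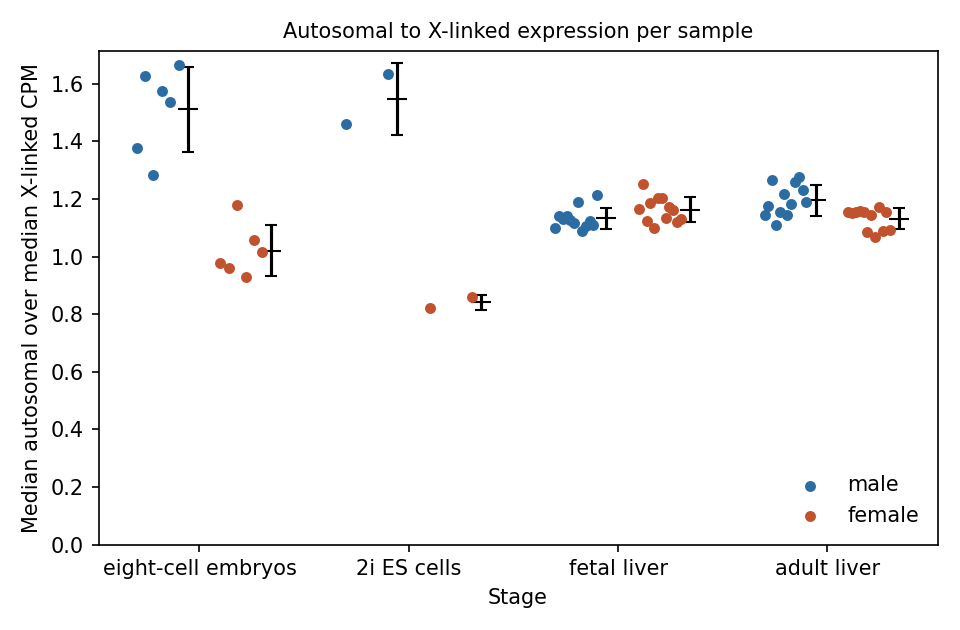
Ratio of the median CPM of autosomal genes to that of X-linked genes (vertical axis, no unit) in each sample by stage and sex. Each point is 1 sample, and the lines give the mean and SD. The ratio was higher in males in eight-cell embryos (1.51 against 1.02) and ES cells (1.55 against 0.841), with smaller differences in fetal (1.13 against 1.16) and adult liver (1.20 against 1.13).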

The expression level of the X chromosome relative to autosomal genes was remarkably similar in males and females (1.84X and 1.82X, respectively for adult liver), but showed some variation according to developmental stage (1.43X and 1.43X, respectively for fetal liver).

**Figure 5:**
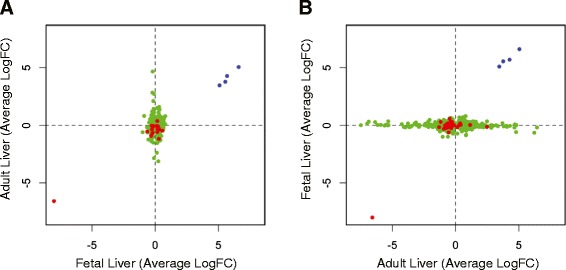
Sexually dimorphic expression across fetal and adult liver does not show directional consistency. Transcripts were defined as sex dimorphic from RNA-seq data using a genome-wide corrected p-value < 0.1 and −0.5 < log fold change (male/female) > 0.5. X-linked genes are shown in red, Y-linked genes are shown in blue and autosomal genes are shown in green (**A**) The average log fold change (male/female) for sex dimorphic genes defined from fetal liver (x axis) correlated with expression in the adult liver (y axis); X-linked (ρ = 0.094, p-value = 0.70), autosomal (ρ = 0.068, p-value = 0.19). (**B**) The log fold change (male/female) for sex dimorphic genes defined from adult liver (x axis) correlated with expression in the fetal liver (y axis) X-linked (ρ = 0.013, p-value = 0.93), autosomal (ρ = −0.042, p-value = 0.13).

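For genes called dimorphic in fetal liver and also tested in adult liver, the Spearman correlation of log2 (male/female) between the stages, across genes, was 0.0888 for 367 autosomal genes (two-sided permutation test, p = 0.0887, Benjamini-Hochberg adjusted over 4 correlations p = 0.19) and 0.45 for 15 X-linked genes (p = 0.0952, adjusted p = 0.19). Without Xist, a setting chosen after seeing the data, the X-linked value was 0.323 (permutation p = 0.258). For genes called dimorphic in adult liver and also tested in fetal liver, it was 0.0446 for 827 autosomal genes (permutation p = 0.198, adjusted p = 0.264) and 0.168 for 34 X-linked genes (permutation p = 0.34, adjusted p = 0.34), or 0.0896 without Xist (permutation p = 0.619). Genes are not independent replicates. With the gene lists of Table S2 in place of these, the fetal autosomal correlation was 0.209 over 210 genes (permutation p = 0.00249), the setting that moved it most.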

Sex-based expression differences in adult liver are known to be largely dependent on differences in growth hormone regulation in response to sex-specific gonadal hormones [33,34]. To test if growth hormone responsiveness underlies the differences in dimorphic expression between fetal and adult liver, we asked if the dimorphic genes present in adult, but not fetal liver were enriched for previously identified growth hormone responsive transcripts [35]. Indeed, adult-specific sex-dimorphic genes had a 5.4X enrichment (p < 0.001). Collectively, our results suggest that sex-biased expression of some genes in liver is intrinsic, but that sex differences in growth hormone induces dimorphism of additional genes. Our data suggests that this latter mechanism is not yet operational in late gestation.

## Discussion

We present a whole-genome view of *in vivo* sexually dimorphic gene expression throughout mouse development, revealing that sex-specific expression biases in the embryo, fetus and adult are largely distinct.

Our study of dimorphism in pre-implantation development provides advances on previous work, by sampling prior to any cellular differentiation and eliminating culture induced artifacts [11,36,37]. By defining a high-confidence signature from eight-cell embryos we could then use this signature to probe other pre-implantation developmental stages despite the data being underpowered for defining sex dimorphic signatures *de novo*. We find that pre-implantation development is characterised by conserved dimorphism of sex-chromosome-linked genes, predominantly from the X chromosome [38]. Female-biased expression of some X-linked genes arises in two cell embryos, around the time embryonic genome activation is initiated in the mouse. Whether this is indicative of differences in the rate at which maternally inherited transcripts are degraded amongst sexes, or otherwise results from nascent transcription is unknown [14]. However, at least in the case of *Fthl17*, an X-linked maternally imprinted gene, transcription from the paternally inherited chromosome in the early embryo is responsible for female only expression [36]. Some of the X-linked genes in our eight-cell signature have been shown to escape paternal X inactivation in extra-embryonic tissues [39,40]. Allelic information suggests that for many of these genes, escape from paternal X silencing might also underlie their dimorphism in pre-implantation development. Consistent with previous findings, absolute paternal expression is either associated with the establishment of X inactivation (with the exception of *Fthl17*), whilst partial expression is more common amongst genes distal from the X inactivation centre [26] These genes also show a selective depletion of H3K27me3 in female ES cells, in contrast to sex-dimorphic X-linked genes that are not dimorphic in the eight cell embryos, even though the transcriptional behaviour between these subsets is similar in the ES cells. The difference between gene subsets escaping imprinted X inactivation in the pre-implantation embryo and placenta might be accounted for by progressive silencing of the paternal X chromosome throughout the pre-implantation period [27]. Similar X-linked dimorphism may not be conserved in humans, however, as regulation of X-inactivation is substantially different between species [41].

Autosomal genes also show dimorphism in pre-implantation stages, but sex-specific expression of these genes seems to be temporally restricted. Although we did not see conservation of these differences at other pre-implantation stages, we demonstrate validation in two independent cohorts of eight-cell embryos. The identification of dimorphic autosomal genes in eight-cell embryos implies regulation by sex-specific *trans* acting factors. In epiblast-like ES cells, autosomal genes highly expressed in one sex had corresponding enrichment for H3K4me3 around the TSS, consistent with what has been observed for strongly sex-biased genes in mouse liver [42]. Our eight-cell dimorphic signature included both X-linked transcription factors, e.g. *YY2*, and chromatin modifiers e.g. *Kdm6a* [37]. Interestingly, *Kdm6a*, has been shown to regulate specific targets, such as the *Rhox6/9* cluster in a sex-specific manner in ES cells [29], whilst its Y-encoded homolog (*Uty*), does not completely recapitulate its function [43,44]. Sex-chromosome complement might otherwise influence autosomal gene transcription through the inactive X chromosome influencing heterochromatic gene silencing in *trans* [45].

In line with previous findings, we found a large number of dimorphically expressed genes in adult liver that were not conserved across other adult tissues. Expanding on this, we also show that directionality was not conserved with the pre-implantation signature. We did, however, identify a subset of genes that show dimorphic expression in both fetal and adult liver. KEGG pathway analysis revealed dimorphism in common pathways relating to metabolism and stage-specific pathways relating to signal transduction in the liver at these two stages. Many additional genes were dimorphic in adults, possibly due to the activational effects of gonadal hormones. Consistent with this hypothesis we show that adult-specific liver dimorphic genes are enriched for growth hormone responsiveness [35]. Although gonadal hormones are produced in late gestation, the regulation of pituitary growth hormone secretion by gonadal hormones is minimal prior to puberty in mice [46].

## Conclusions

Our findings reveal that there are core transcriptional differences between the sexes that are consistent throughout pre-implantation development. Most of the genes identified in eight-cell embryos do not retain significantly dimorphic expression in fetal and adult tissues. Although sex-dimorphic expression is highly tissue-specific, a subset of genes is conserved across fetal and adult liver suggesting that sex-biased expression of this subset may be due to sex-chromosome complement, whilst differences are more likely driven by sex-specific physiology, which differs according to the stage of development. Although at a gene level we see a dramatic difference across pre-implantation, fetal and adult development, pathway level analysis reveals some conservation. By providing a genome-wide view of sex-dimorphic expression from post-fertilisation to adult, we hope to improve the understanding of the underlying molecular biology of sexually dimorphic phenotypes.

There is substantial evidence to suggest that sex-specific responses to environmental stimuli can occur prior to exposure to sex-specific hormones, and in some instances, even when the exposure is restricted to the previous generation [47]. Sex-chromosome complement can drive dramatic effects, as exemplified by the epigenome-wide differences in male and female murine ES cells when cultured in the presence of serum or defined medium [22,48]. Such effects may have lasting impact on developmental trajectories and disease risk [12]. Through characterising sexually dimorphic gene expression through a developmental trajectory, we reveal novel aspects of sex-specific biology and the inter-relationship of key phases across development. Our findings provide a platform for future work exploring the role of sex in moderating gene-environment interactions and highlight the importance of incorporating sex in studies of common disease and interventions [9,49].

## Methods

### Animal maintenance and tissue isolation

All animal procedures were conducted in accordance with the Home Office Animals (Scientific Procedures) Act 1986 (Project License number - 70/6693). C57BL/6 J mice were obtained from Charles River Laboratories, UK. All animals were maintained on standard laboratory chow and a 12 hr light/dark cycle. Male mice were housed with virgin females overnight. The detection of a vaginal plug the following morning was considered 0.5 dpc. Females were killed at 2.5 dpc and eight-cell embryos isolated from the fallopian tubes by flushing. Alternatively, females were killed at 17.5 dpc and embryonic liver was collected and snap frozen with liquid nitrogen. Adult animals were killed at 15–20 weeks of age and tissues collected and snap frozen. All animals were killed between 10 am and 12 pm.

### Single cell isolation from 8 cell embryos

Single embryos were transferred to acidic Tyrode’s solution to remove the zona pellucida, then washed in PBS-BSA (1 mg/mL) and dissociated into single cells as described previously [50]. All cells from a single embryo were used to generate a single RNA-seq library. For the discovery set, embryos of both sexes were derived from 4 independent litters, embryos used for biological replication were derived from an Additional 5 independent litters. The sires of the replicate litters were exposed to *in utero* protein restriction.

### Derivation of embryonic stem (ES) cell lines

ES cells were derived from eight-cell embryos as previously described [51]. Briefly, isolated eight-cell embryos were cultured in KSOM medium supplemented with (2i): mitogen-activated protein kinase inhibitor (PD0325901, 1 μM) and glycogen synthase kinase-3 inhibitor (CHIR99021, 3 μM). After two days, embryos were transferred to NDiff227 medium with 2i and LIF and allowed to develop into blastocysts. The trophectoderm was lysed by immunosurgery, and the ICM (inner cell mass) of each embryo plated in NDiff227 supplemented with 2i and LIF and for expansion to generate 2i ES cell lines.

### Generation and sequencing of RNA-seq libraries

The eight-cell embryo RNA-seq libraries were generated using a single-cell protocol adapted from [50]. Further details are provided in *Supplementary Information*.

### Generation and sequencing of ChIP-seq libraries

The chromatin immunoprecipitation (ChIP) assay was performed according to previously published protocols with minor modifications [52]. Chromatin was sonicated to get fragments of 100 to 700 bp and immunoprecipitated with the following antibodies anti-H3K27me3 (07–449, Millipore), anti-H3K4me3 (39159, Active Motif) and anti-H3K9me3 (ab8898, Abcam). ChIP-seq libraries were prepared using the Illumina ChIP-seq librarary prep kit, according to the manufacturers’ instructions.

### Analysis

All analysis was performed on UCSC reference genome mm10 and the gene annotation file downloaded from Tophat website (downloaded on September 25^th^ 2013).

### RNA-Seq analysis

All RNA-Seq data was mapped using Tophat v2.0.4 with Bowtie 2 v2.1.0 and samtools v0.1.18 using default settings. The mean insert sizes and standard deviations were calculated *in silico* using Picard Tools v1.98 from 1,000,000 reads. Duplicates were filtered using Picard Tools and reads were assigned to a gene using HTSeq. Differential analysis was performed using DESeq2 v1.4.5 which uses a generalised linear model in which counts are modelled using a negative binomial distribution. Genome wide corrected p-values were calculated using Benjamini-Hochberg multiple testing adjustment procedure. Normalised variance stabilizing transformed counts were used for all plots and further analysis. Existing public data was extracted as raw counts and analysed with DESeq2 in the same manner as our data.

### ChiP-Seq analysis

All ChiP-Seq data was mapped using Bowtie 2 v2.1.0 with default settings. Coverage across the genome was calculated using genomeCoverageBed from Bedtools v2.17.0 and converted to BigWig format using bedGraphToBigWig downloaded from the UCSC website. For correlation with RNA-Seq data the average coverage over +/−1.5 kbp of the TSS of each gene was calculated using bigWigAverageOverBed.

### Chromosome dosage model

To account for the difference in chromosome dosage between the sexes we defined a model based on the distribution of reads for the 2 male samples. We first removed the Y chromosome and then counted the (average) total number of reads (across the 2 samples) within a 3 kb window around the TSS of each of the genes across all remaining chromosomes including chrX (*N*_*total*_). We then calculated the average total number of reads on the X chromosome (*N*_*x*_). A scaled read density for chromosome X genes was then calculated:

$$ {S}_i=\frac{2{N}_i}{N_{total}+{N}_x} $$

Where *N*_*i*_ represents the number of reads for gene *i* on chromosome X. We can then compare this to the actual (average) read density for the X chromosome of the female samples calculated as:

$$ {A}_i=\frac{N_i}{N_{ftotal}} $$

where *N*_*ftotal*_ is the total number of reads (excluding the y-chromosome) for the female samples and *N*_*i*_ represents the number of reads for gene *i* on chromosome X.

### Data access

ChIP-seq data and RNA-seq data are available in the NCBI Gene Expression Omnibus (GSE59222), and will be made public upon acceptance of the manuscript for publication.

## Additional files

Additional file 1: Table S1. High-throughput data sequencing statistics. Attached as an Excel document. ChIP-seq and RNA-seq data statistics are provided on different worksheets.

Additional file 2: **Supplementary material.**

Additional file 3: Table S2. Genes identified as sexually dimorphic from adult and fetal liver. Sex dimorphic genes are defined from RNA-seq data derived from 12 female and 12 male samples in each set (adjusted p-value < 0.1, (Benjamini-Hochberg correction) and −0.5 < log(male/female) > 0.5). Dimorphic genes unique to fetal liver, common to both fetal and adult liver, or unique to adult liver are given on separate worksheets.

Additional file 4: Table S3. KEGG pathway analysis of sex dimorphic genes defined from fetal and adult liver. KEGG enrichment for sex-dimorphic genes unique to fetal liver, common to both fetal and adult liver, or unique to adult liver are given on separate worksheets. All genes with detectable expression were used as background for enrichment analysis.

## References

[1] Williams TM, Carroll SB (2009). Genetic and molecular insights into the development and evolution of sexual dimorphism. Nat Rev Genet.

[2] Yang F, Babak T, Shendure J, Disteche CM (2010). Global survey of escape from X inactivation by RNA-sequencing in mouse. Genome Res.

[3] Ober C, Loisel DA, Gilad Y (2008). Sex-specific genetic architecture of human disease. Nat Rev Genet.

[4] Dimas AS, Nica AC, Montgomery SB, Stranger BE, Raj T, Buil A (2012). Sex-biased genetic effects on gene regulation in humans. Genome Res.

[5] Liu LY, Schaub MA, Sirota M, Butte AJ (2012). Sex differences in disease risk from reported genome-wide association study findings. Hum Genet.

[6] De Vries GJ, Rissman EF, Simerly RB, Yang LY, Scordalakes EM, Auger CJ (2002). A model system for study of sex chromosome effects on sexually dimorphic neural and behavioral traits. J Neurosci.

[7] Chen X, McClusky R, Itoh Y, Reue K, Arnold AP (2013). X and Y chromosome complement influence adiposity and metabolism in mice. Endocrinology.

[8] Kuljis DA, Loh DH, Truong D, Vosko AM, Ong ML, McClusky R (2013). Gonadal- and sex-chromosome-dependent sex differences in the circadian system. Endocrinology.

[9] Aiken CE, Ozanne SE (2013). Sex differences in developmental programming models. Reproduction.

[10] Kobayashi S, Isotani A, Mise N, Yamamoto M, Fujihara Y, Kaseda K (2006). Comparison of gene expression in male and female mouse blastocysts revealed imprinting of the X-linked gene, Rhox5/Pem, at preimplantation stages. Curr Biol.

[11] Bermejo-Alvarez P, Rizos D, Rath D, Lonergan P, Gutierrez-Adan A (2010). Sex determines the expression level of one third of the actively expressed genes in bovine blastocysts. Proc Natl Acad Sci U S A.

[12] Donjacour A, Liu X, Lin W, Simbulan R, Rinaudo P (2014). In Vitro Fertilization Affects Growth and Glucose Metabolism in a Sex-Specific Manner in an Outbred Mouse Model. Biol Reprod.

[13] Wang H, Dey SK (2006). Roadmap to embryo implantation: clues from mouse models. Nat Rev Genet.

[14] Deng Q, Ramskold D, Reinius B, Sandberg R (2014). Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science.

[15] Park SJ, Komata M, Inoue F, Yamada K, Nakai K, Ohsugi M (2013). Inferring the choreography of parental genomes during fertilization from ultralarge-scale whole-transcriptome analysis. Genes Dev.

[16] Chureau C, Chantalat S, Romito A, Galvani A, Duret L, Avner P (2011). Ftx is a non-coding RNA which affects Xist expression and chromatin structure within the X-inactivation center region. Hum Mol Genet.

[17] Hemberger M, Kurz H, Orth A, Otto S, Luttges A, Elliott R (2001). Genetic and developmental analysis of X-inactivation in interspecific hybrid mice suggests a role for the Y chromosome in placental dysplasia. Genetics.

[18] de Waal E, Yamazaki Y, Ingale P, Bartolomei MS, Yanagimachi R, McCarrey JR (2012). Gonadotropin stimulation contributes to an increased incidence of epimutations in ICSI-derived mice. Hum Mol Genet.

[19] Ying QL, Wray J, Nichols J, Batlle-Morera L, Doble B, Woodgett J (2008). The ground state of embryonic stem cell self-renewal. Nature.

[20] Marks H, Kalkan T, Menafra R, Denissov S, Jones K, Hofemeister H (2012). The transcriptional and epigenomic foundations of ground state pluripotency. Cell.

[21] Leitch HG, McEwen KR, Turp A, Encheva V, Carroll T, Grabole N (2013). Naive pluripotency is associated with global DNA hypomethylation. Nat Struct Mol Biol.

[22] Habibi E, Brinkman AB, Arand J, Kroeze LI, Kerstens HH, Matarese F (2013). Whole-genome bisulfite sequencing of two distinct interconvertible DNA methylomes of mouse embryonic stem cells. Cell Stem Cell.

[23] Biase FH, Cao X, Zhong S (2014). Cell fate inclination within 2-cell and 4-cell mouse embryos revealed by single-cell RNA sequencing. Genome Res.

[24] Yang X, Schadt EE, Wang S, Wang H, Arnold AP, Ingram-Drake L (2006). Tissue-specific expression and regulation of sexually dimorphic genes in mice. Genome Res.

[25] Okamoto I, Otte AP, Allis CD, Reinberg D, Heard E (2004). Epigenetic dynamics of imprinted X inactivation during early mouse development. Science.

[26] Huynh KD, Lee JT (2003). Inheritance of a pre-inactivated paternal X chromosome in early mouse embryos. Nature.

[27] Patrat C, Okamoto I, Diabangouaya P, Vialon V, Le Baccon P, Chow J (2009). Dynamic changes in paternal X-chromosome activity during imprinted X-chromosome inactivation in mice. Proc Natl Acad Sci U S A.

[28] Reichmann J, Reddington JP, Best D, Read D, Ollinger R, Meehan RR (2013). The genome-defence gene Tex19.1 suppresses LINE-1 retrotransposons in the placenta and prevents intra-uterine growth retardation in mice. Hum Mol Genet.

[29] Berletch JB, Deng X, Nguyen DK, Disteche CM (2013). Female bias in Rhox6 and 9 regulation by the histone demethylase KDM6A. PLoS Genet.

[30] Waxman DJ, Holloway MG (2009). Sex differences in the expression of hepatic drug metabolizing enzymes. Mol Pharmacol.

[31] Reinius B, Johansson MM, Radomska KJ, Morrow EH, Pandey GK, Kanduri C (2012). Abundance of female-biased and paucity of male-biased somatically expressed genes on the mouse X-chromosome. BMC Genomics.

[32] Xiong Y, Chen X, Chen Z, Wang X, Shi S, Wang X (2010). RNA sequencing shows no dosage compensation of the active X-chromosome. Nat Genet.

[33] van Nas A, Guhathakurta D, Wang SS, Yehya N, Horvath S, Zhang B (2009). Elucidating the role of gonadal hormones in sexually dimorphic gene coexpression networks. Endocrinology.

[34] Zhang Y, Laz EV, Waxman DJ (2012). Dynamic, sex-differential STAT5 and BCL6 binding to sex-biased, growth hormone-regulated genes in adult mouse liver. Mol Cell Biol.

[35] Wauthier V, Sugathan A, Meyer RD, Dombkowski AA, Waxman DJ (2010). Intrinsic sex differences in the early growth hormone responsiveness of sex-specific genes in mouse liver. Mol Endocrinol.

[36] Kobayashi S, Fujihara Y, Mise N, Kaseda K, Abe K, Ishino F (2010). The X-linked imprinted gene family Fthl17 shows predominantly female expression following the two-cell stage in mouse embryos. Nucleic Acids Res.

[37] Chen L, Wang D, Wu Z, Ma L, Daley GQ (2010). Molecular basis of the first cell fate determination in mouse embryogenesis. Cell Res.

[38] Rinn JL, Snyder M (2005). Sexual dimorphism in mammalian gene expression. Trends Genet.

[39] Finn EH, Smith CL, Rodriguez J, Sidow A, Baker JC (2014). Maternal bias and escape from X chromosome imprinting in the midgestation mouse placenta. Dev Biol.

[40] Garrick D, Sharpe JA, Arkell R, Dobbie L, Smith AJ, Wood WG (2006). Loss of Atrx affects trophoblast development and the pattern of X-inactivation in extraembryonic tissues. PLoS Genet.

[41] Okamoto I, Patrat C, Thepot D, Peynot N, Fauque P, Daniel N (2011). Eutherian mammals use diverse strategies to initiate X-chromosome inactivation during development. Nature.

[42] Sugathan A, Waxman DJ (2013). Genome-wide analysis of chromatin states reveals distinct mechanisms of sex-dependent gene regulation in male and female mouse liver. Mol Cell Biol.

[43] Shpargel KB, Sengoku T, Yokoyama S, Magnuson T (2012). UTX and UTY demonstrate histone demethylase-independent function in mouse embryonic development. PLoS Genet.

[44] Welstead GG, Creyghton MP, Bilodeau S, Cheng AW, Markoulaki S, Young RA (2012). X-linked H3K27me3 demethylase Utx is required for embryonic development in a sex-specific manner. Proc Natl Acad Sci U S A.

[45] Wijchers PJ, Yandim C, Panousopoulou E, Ahmad M, Harker N, Saveliev A (2010). Sexual dimorphism in mammalian autosomal gene regulation is determined not only by Sry but by sex chromosome complement as well. Dev Cell.

[46] Conforto TL, Waxman DJ (2012). Sex-specific mouse liver gene expression: genome-wide analysis of developmental changes from pre-pubertal period to young adulthood. Biol Sex Differ.

[47] Ng SF, Lin RC, Laybutt DR, Barres R, Owens JA, Morris MJ (2010). Chronic high-fat diet in fathers programs beta-cell dysfunction in female rat offspring. Nature.

[48] Zvetkova I, Apedaile A, Ramsahoye B, Mermoud JE, Crompton LA, John R (2005). Global hypomethylation of the genome in XX embryonic stem cells. Nat Genet.

[49] Lucas E (2013). Epigenetic effects on the embryo as a result of periconceptional environment and assisted reproduction technology. Reprod Biomed Online.

[50] Tang F, Barbacioru C, Nordman E, Li B, Xu N, Bashkirov VI (2010). RNA-Seq analysis to capture the transcriptome landscape of a single cell. Nat Protoc.

[51] Nichols J, Silva J, Roode M, Smith A (2009). Suppression of Erk signalling promotes ground state pluripotency in the mouse embryo. Development.

[52] Cuddapah S, Jothi R, Schones DE, Roh TY, Cui K, Zhao K (2009). Global analysis of the insulator binding protein CTCF in chromatin barrier regions reveals demarcation of active and repressive domains. Genome Res.

# Supplementary material for: Sexually dimorphic gene expression emerges with embryonic genome activation and is dynamic throughout development
**Source:** BMC Genomics. 2015 Apr 14;16(1):295. doi: 10.1186/s12864-015-1506-4
**Supplement:** Supplementary file 2 — Supplementary material.

**Supplementary methods**

**Adapted single cell RNA-seq protocol**

Cell lysis, first and second strand synthesis were performed as described previously [1], with reaction volumes adjusted accordingly. The number of cycles for the first round of PCR amplification was reduced from 20 to 15. Replicate reactions were pooled. A 1:10 dilution was then used as template for qRT-PCR to assess the presence of two ubiquitously expressed transcripts, *Mon2* and *Fbxo38*. The remaining reaction was purified using the Qiagen QIAquick PCR purification kit and eluted in 30 l. The size distribution was analysed on an Agilent Bioanalyzer using The High Sensitivity DNA Kit. A second round of amplification was performed using amine-blocked primers as described in [1]. For each library, 4 x 90 l reactions, each with 100 pg of first round product were amplified for 9 cycles. Replicate reactions were pooled and cleaned up with 2 rounds of 0.5x volumes of AgenCourt Ampure XP beads, according to the manufacturers’ instructions. The products were again checked on the Bioanalyzer using The High Sensitivity DNA Kit to ensure sufficient removal of excess primers. 100 ng of the second round product was diluted to 130 l in 10 mM Tris, pH7.5 and sheared using 4 cycles on the covaris (bath temperature 5^0^C, duty cycle 10%, intensity 5, 200 cycles/burst, 60 s). Sheared cDNA was size selected with 1.2 x vol of AgenCourt Ampure XP beads. 10 ng of this sheared cDNA was used as input for library preparation using the Illumina TruSeq ChIP Sample Preparation Kit. The protocol was adjusted, with a double size-selection being performed with AgenCourt Ampure XP beads instead of size selection from an agarose gel and PCR enrichment reduced from 18 to 8 cycles of amplification. Each library was indexed and pooled 12-plex for sequencing on a single lane of an Illumina Hi-Seq 2000.

RNA-seq libraries from embryonic stem cells, fetal and adult liver samples were constructed using the Illumina TruSeq Stranded Total RNA Kit, with 1 g of Total RNA extracted with Qiagen miRNeasy Micro Kit. RNA integrity was assessed using an Agilent Bioanalyzer and considered acceptable with a RNA Integrity Number >8.5. The sex of embryonic stem cell lines and fetal samples was determined using a SRY-specific multiplex PCR targeting genomic DNA extracted concurrently, as described previously [2]. Samples were individually indexed and then pooled to 12-plex for sequencing on a single Hi-Seq 2000 lane.

**Supplementary figures**

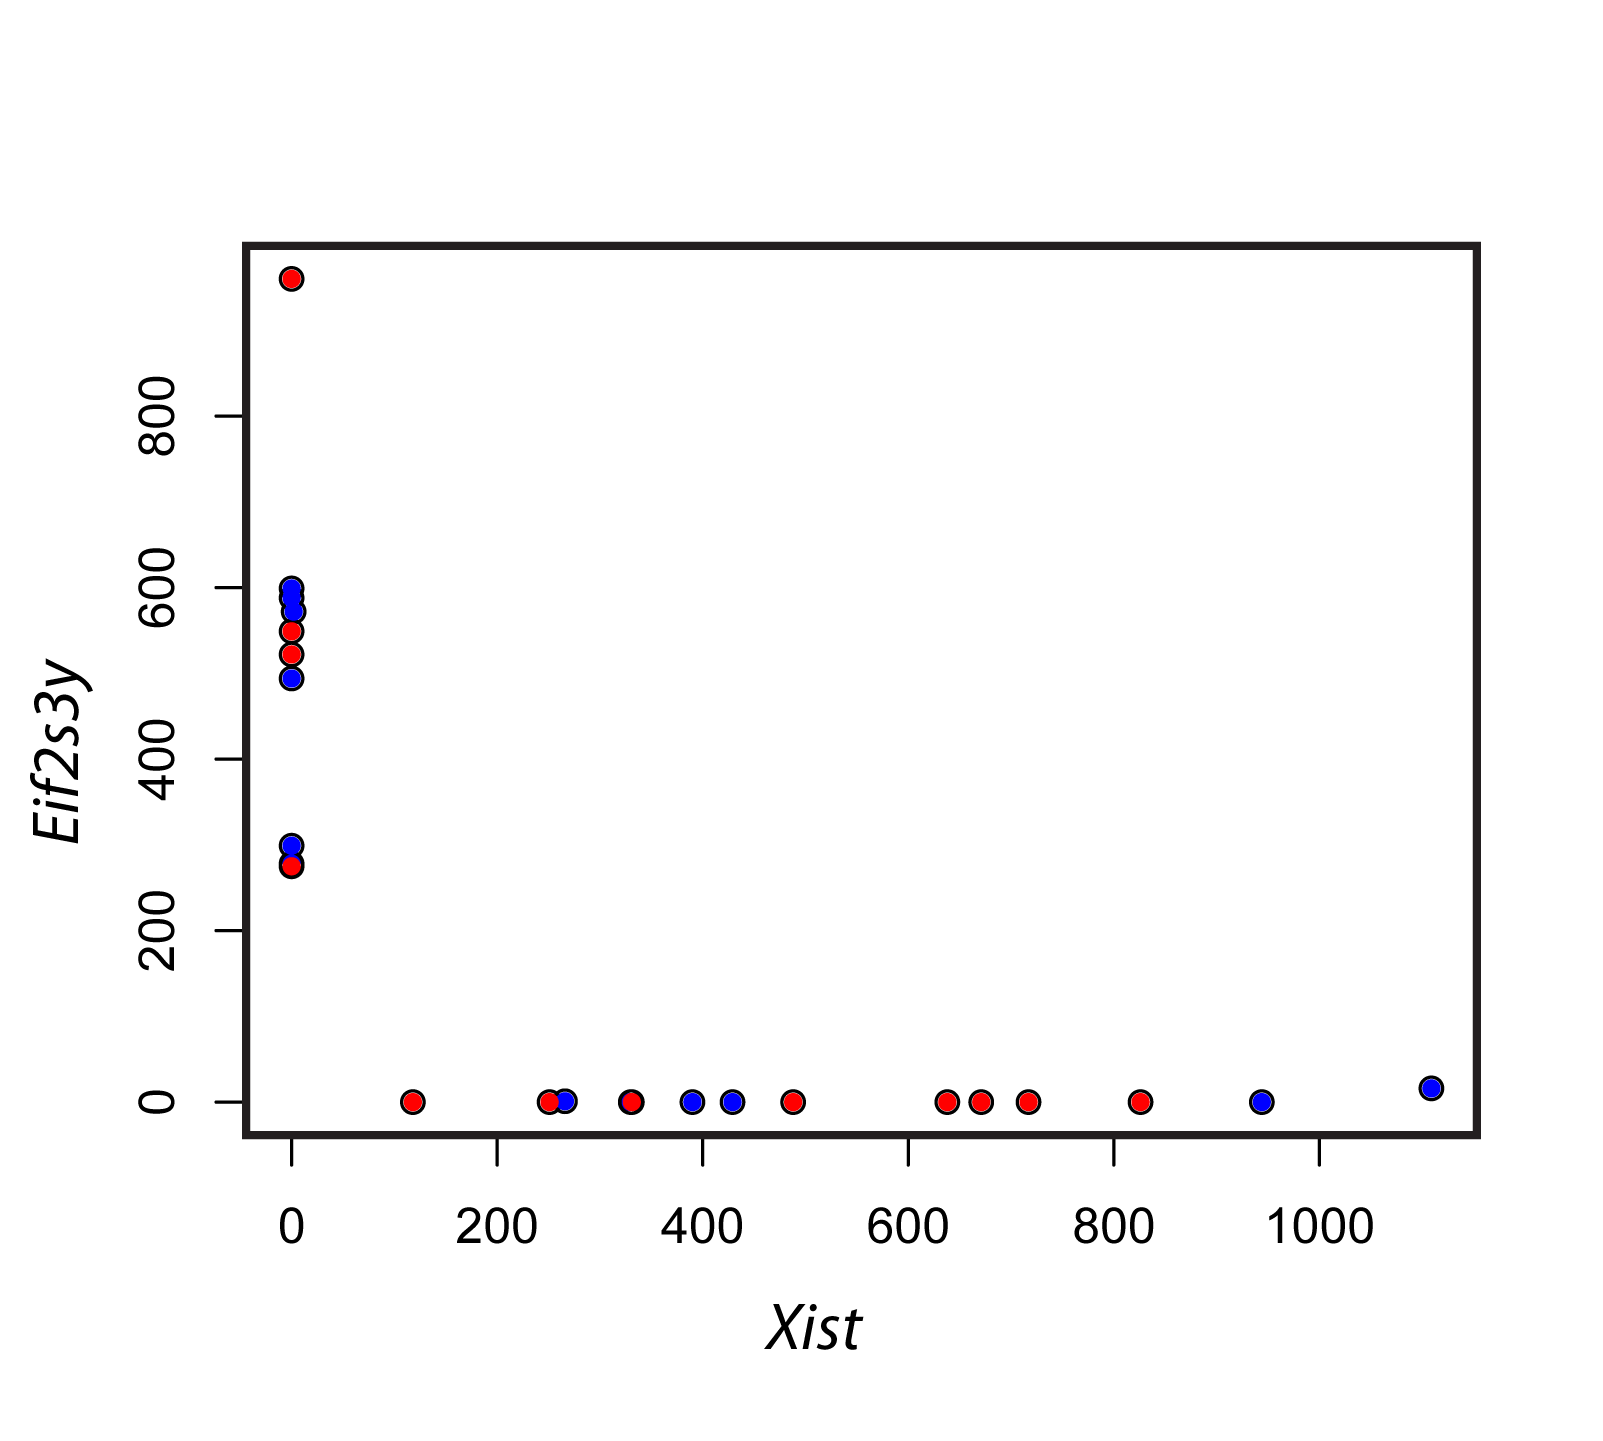

**Figure S1. Eight cell embryo sex determination**. Raw read counts for X-linked *Xist* and Y-linked *Eif2s3y* separates eight cell-embryos according to sex. The discovery set is indicated in blue, validation set is indicated in red.

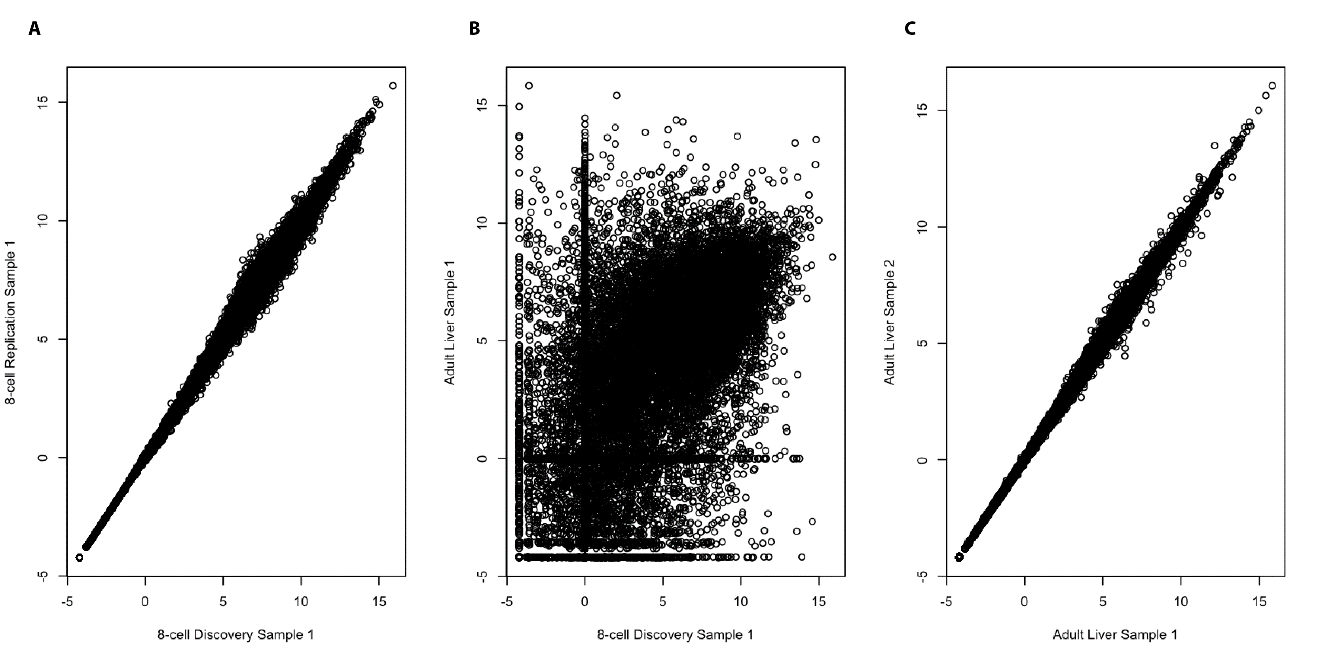

**Figure S2. Low technical (within group) variation in global gene expression profiles generated from eight cell embryos or adult liver of the same sex regardless of RNA-seq protocol**. Normalised read counts for **A)** All detected genes in a sample from the discovery group of eight cell embryos (x-axis), vs a sample from the replication experiment (y-axis) (ρ=0.998, p-value < 2.2x10^-16^). **B)** Biological variation between global expression patterns in eight cell embryo (x-axis) vs adult liver (y-axis) (ρ=0.61, p-value < 2.2x10^-16^) **C)** Technical variation within adult liver using global expression profiles (ρ=0.999, p-value < 2.2x10^-16^).

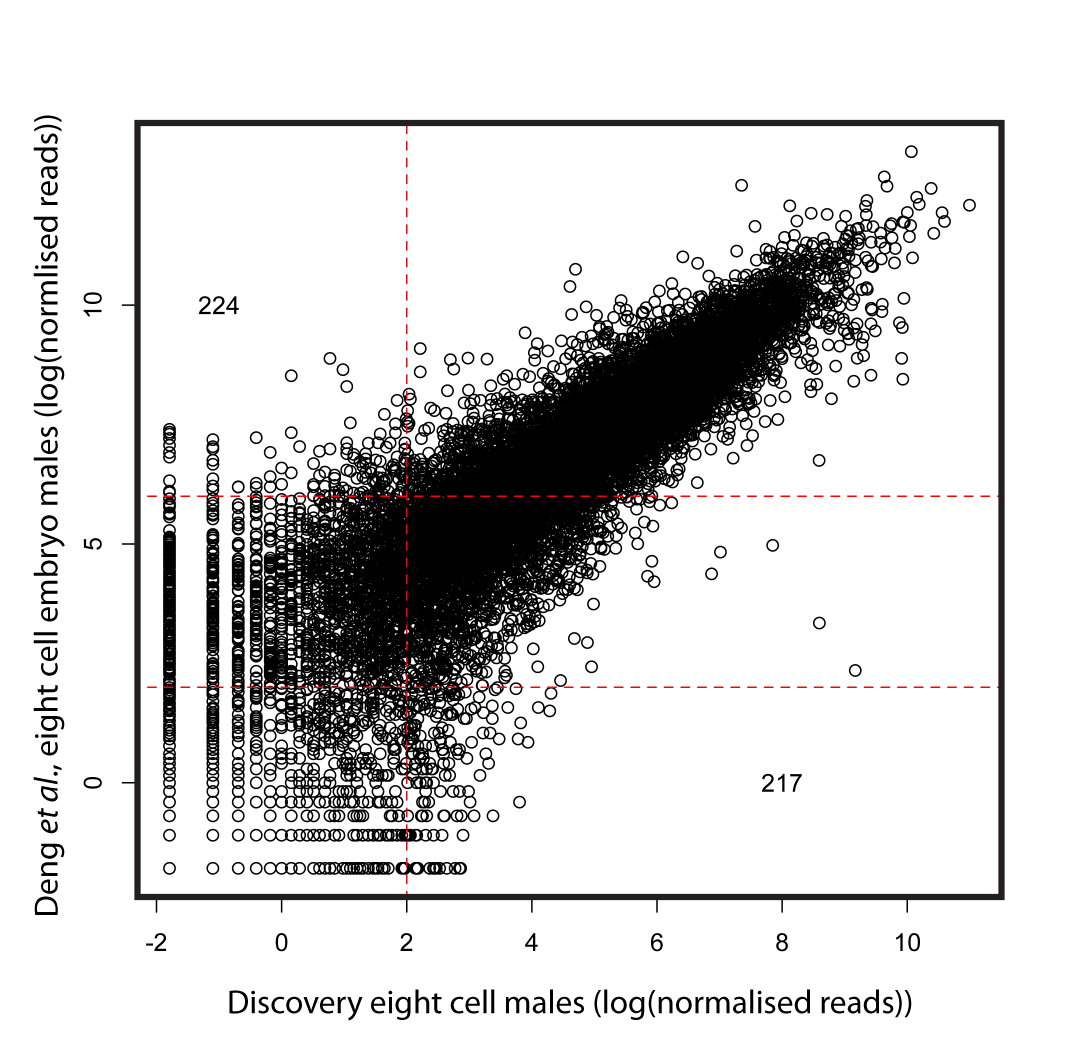

**Figure S3. Strong correlation of gene expression in discovery eight cell male embryos with those profiled by Deng *et al*.** Normalised log transformed expression patterns are plotted for all expressed genes (ρ =0.82, p-value < 2.2 x10^-16^).

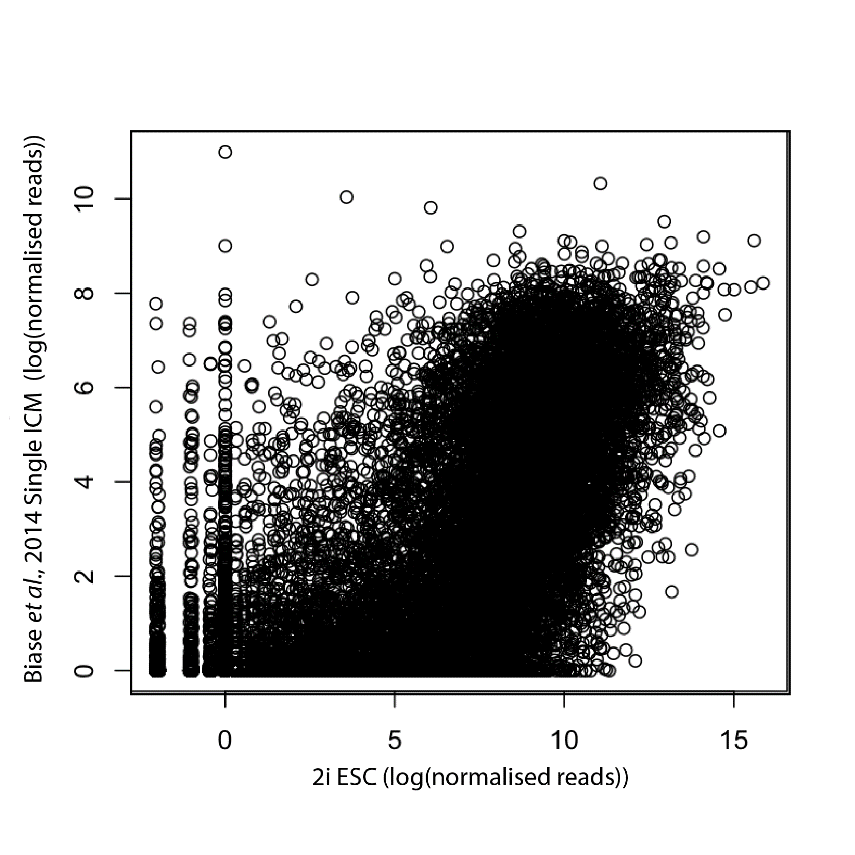

**Figure S4.** **Strong correlation of gene expression in discovery eight cell male embryos with those profiled by Biase *et al*.** Normalised log transformed expression patterns are plotted for all expressed genes (ρ =0.70, p-value < 2.2x10^-16^).

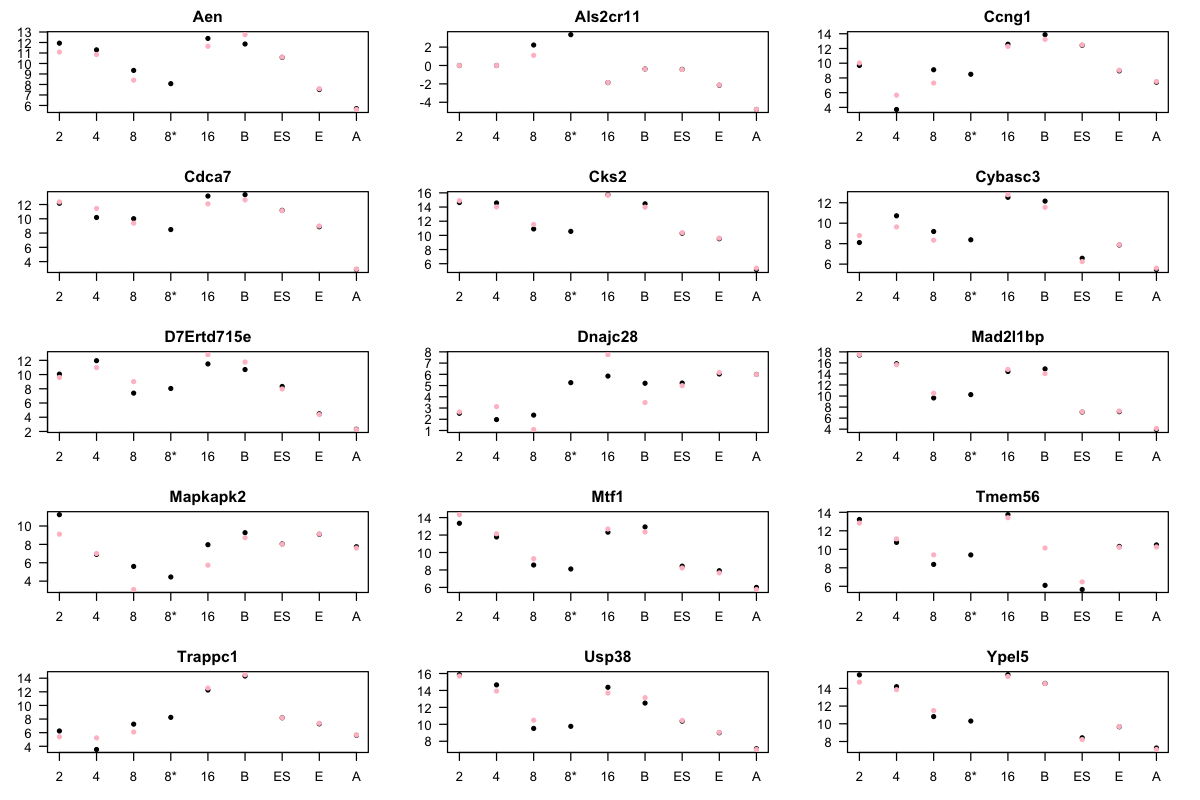

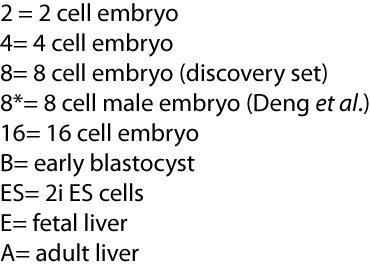

**Figure S5. Gene expression of sexually dimorphic autosomal genes defined from eight cell embryos is highly dynamic.** Gene names are indicated above each plot. Log normalised counts are plotted on the Y axis. Black points indicate expression levels in males. Pink points indicate expression levels in females.

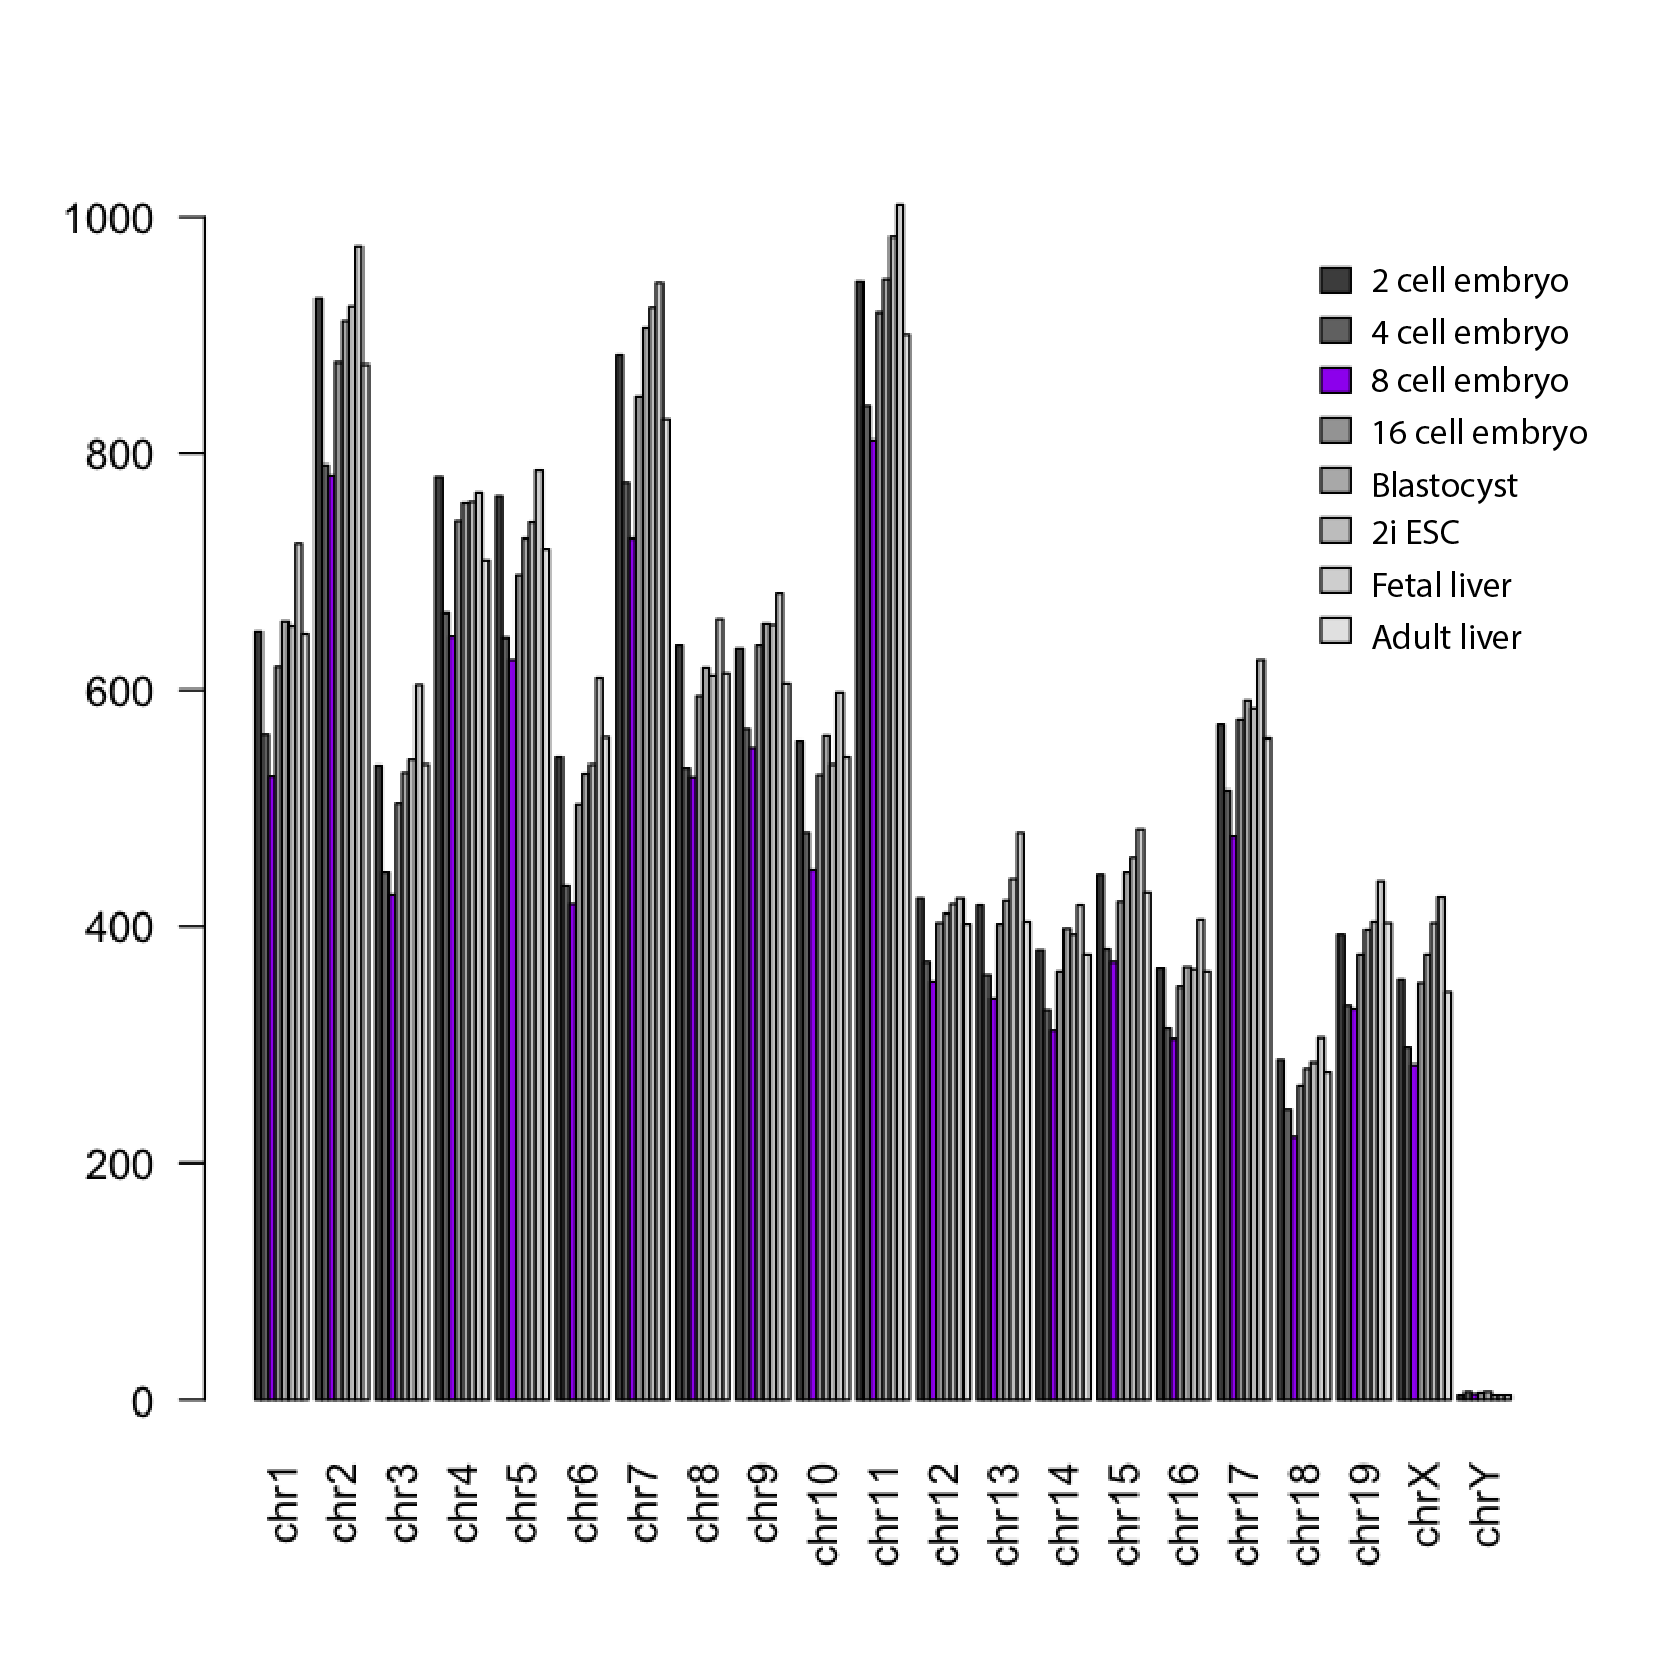

**Figure S6. The number of expressed transcripts is lowest in eight cell embryos compared to other developmental stages.** The total number of genes from each chromosome above detection threshold after normalisation is plotted.

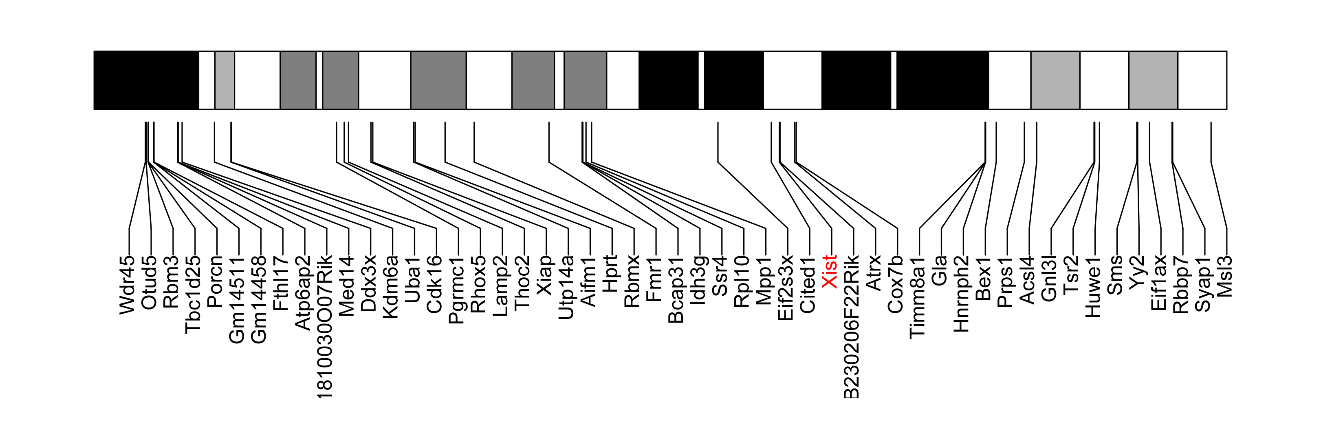

**Figure S7. An ideogram showing the chromosomal location of sexually dimorphic X-linked genes.** Most dimorphic genes are located distally from the X inactivation centre (indicated by the location of *Xist* (red)).

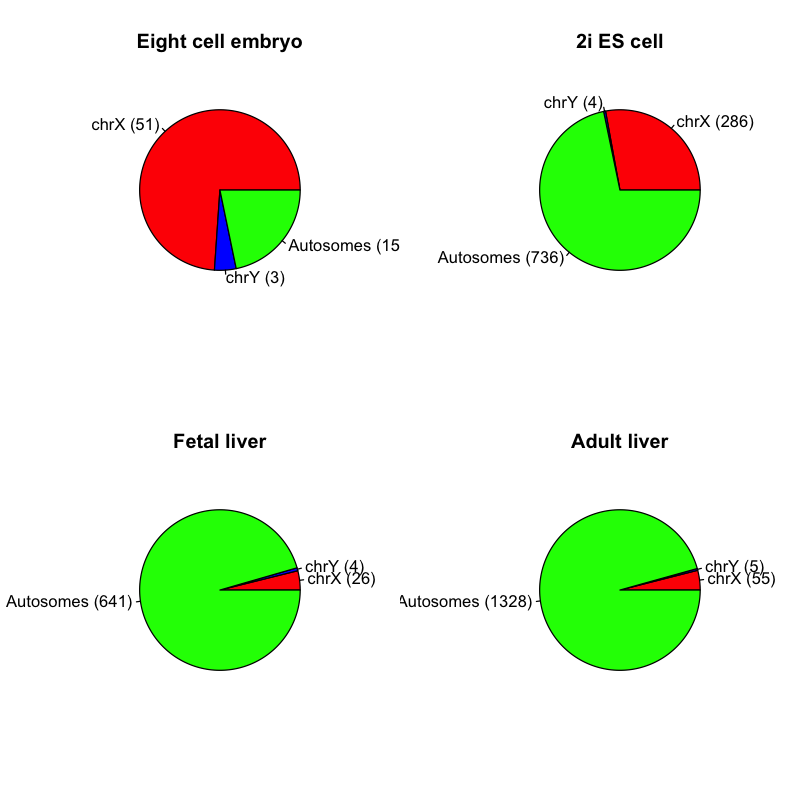

**Figure S8. Chromosomal location of genes defined as sexually dimorphic.** The pie chart show the contribution of Y-chromosome genes (blue), X chromosome genes (red) and autosomal genes (green) to the sexually dimorphic signatures defined from RNA-seq data at a genome-wide corrected p-value<0.1, and -0.5<log fold change (male/female)>0.5.

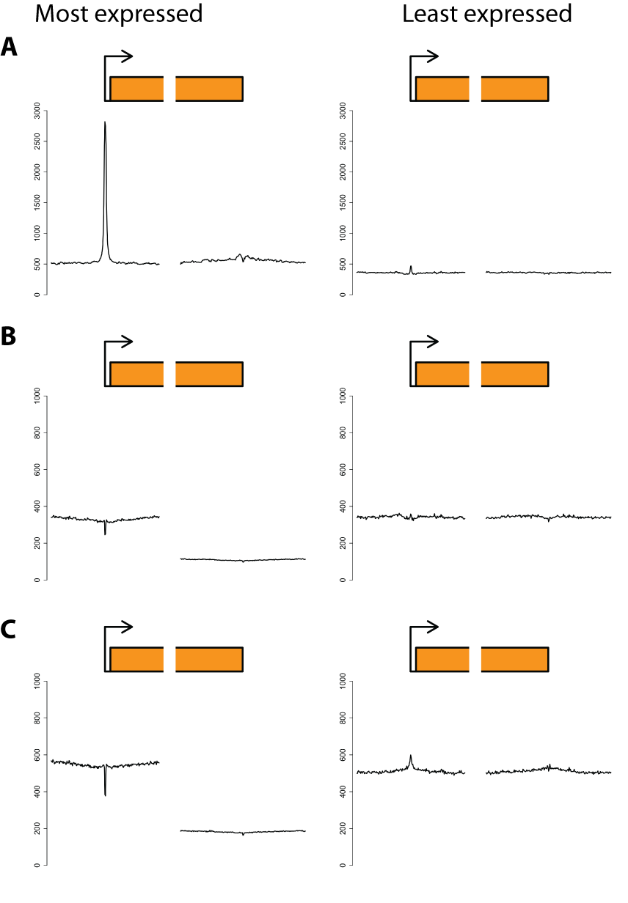

**Figure S9. Average profiles of post-translational histone marks for the most high or low-expressed genes in 2i ES cells confirm the expected distributions for ground state pluripotency.** Average profiles were derived for the 2000 most-(left) and 2000 least (right) expressed genes in our 2i ES cells. The coverage across the TSS and the 3’ end of each gene was calculated in a window of 100 kbp (+/- 50kbp). The window was segmented into regions of 500 bp and the total number of reads overlapping each region was calculated for each gene. (A)H3K4me3, (B) H3K9me3 and (C)H3K27me3.

**Supplementary references**

1. Tang F, Barbacioru C, Nordman E, Li B, Xu N, Bashkirov VI, Lao K, Surani MA: **RNA-Seq analysis to capture the transcriptome landscape of a single cell**. *Nat Protoc* 2010, **5**(3):516-535.

2. Davies TJ, Fairchild PJ: **Optimization of protocols for derivation of mouse embryonic stem cell lines from refractory strains, including the non obese diabetic mouse**. *Stem Cells Dev* 2012, **21**(10):1688-1700.

3. Biase FH, Cao X, Zhong S: **Cell fate inclination within 2-cell and 4-cell mouse embryos revealed by single-cell RNA sequencing.** *Genome Res* 2014, **24**(11):1787-96.

How the deposited data were processed for this re-analysis (not part of the article)

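RNA-seq read counts were analysed for 64 mouse samples of the C57BL/6 J strain: 12 individual eight-cell embryos of the discovery set (6 male, 6 female), 4 lines of 2i ES cells (2 male, 2 female), 24 livers of fetuses at 17.5 dpc (12 male, 12 female) and 24 livers of adult mice (12 male, 12 female). Samples were grouped by stage and sex as their labels and the paper give them. The authors deposited raw counts: for each library, the number of reads that HTSeq assigned to each gene after alignment to mm10 with Tophat and removal of duplicate reads with Picard, with no normalization. All values were whole numbers, and the total of each of the 64 libraries equalled the number of reads on genes in Table S1. Each library listed 23338 genes by symbol, of which 23116 (99.0%) were placed on GRCm38 through the positions in the paper's tables and the symbols and synonyms of the reference annotation. The 222 unplaced genes were kept in the tests.

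Totals on genes ranged from 1567583 reads in an adult liver to 10386931 in an ES cell line. The level that 3 reads can show was 0.289 CPM before TMM scaling in the deepest and 1.91 CPM in the shallowest library. Shares of single embryos were given Wilson 95% confidence intervals. Intervals and floors cover counting error only, since the libraries carried no molecular identifiers.

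Within each stage, male and female samples were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, estimateDisp, a robust quasi-likelihood fit and a two-sided quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p-value under 0.1 and an absolute log2 (male/female) above 0.5 were called sex dimorphic, as in the paper, which used DESeq2. Standard errors of log2 values were taken as the absolute log2 value over the square root of F. A stage by sex interaction was tested in the 48 livers together. CPM are counts scaled by edgeR's cpm function with TMM factors, and log2 CPM used a pseudocount of 0.5. Summaries used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Permutation tests were two-sided, exact where a group had fewer than 10 values and with 100000 resamples elsewhere. Fisher's exact test was used for the overlap and direction of gene lists. Adjusted p-values were computed over the 4 correlations between livers, over the 4 stages for the autosomal to X-linked ratio and over the 6 tests of cell type markers.

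The genes named in the text followed a rule set before the data were examined, as were the tests, thresholds and most alternatives. The rule took every gene the paper names for these samples, the 3 autosomal genes with the smallest adjusted p-values in each direction at each stage, and the 3 genes with opposite directions in fetal and adult liver that had the smallest adjusted p-values of the interaction. Single genes of Table 1 that depart from the paper's statements were also named. Some results for single genes under this rule are not reported here. The alternatives were DESeq2 1.42.0 with and without a normal prior on fold changes, size factors of DESeq2 within edgeR, no expression filter, a joint fit of all 4 stages, no fold change threshold, the share of mapped reads on genes as a covariate, subsets of livers with 40% to 45% (fetal) or at least 40% (adult) of mapped reads on genes, and other summaries of single measures. DESeq2 on all genes with at least 1 read, a fetal list that used the adult fold change, the fold changes of Table S2 for the direction of shared genes, DESeq2 for the genes of the fetal pathways, the share as a covariate of the interaction (one slope per stage), the correlations of X-linked genes without Xist, and comparisons within groups of livers by the share of mapped reads were chosen after seeing the data.

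The methods were tested on simulated data with 200 changed genes, in which every gene had the common dispersion of its stage. Differences in spread between genes were not simulated. In eight-cell embryos edgeR recovered 0 of 200 genes with a log2 of 1 and 188 of 200 with a log2 of 3. With a log2 of 1 it recovered 143 in ES cells, 199 in fetal liver and 200 in adult liver, and 179 for the interaction of the livers, the last with 21 false calls.

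The number of dimorphic genes in embryos, fetal liver, adult liver and the interaction was also counted for 100 splits of the same samples, the real split included. The validation embryos, the histone mark data, the public embryo and placenta data and the growth hormone gene list were not analysed here, and pathway enrichment was not tested, since only the genes that the paper lists for its pathways were used.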

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

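The tests of reads carried over between libraries, of reads from a paralog, of gene length and of the share of mapped reads as a covariate of the difference between livers given here were chosen only after the results were seen.

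Of 36 measures in groups of 6 embryos, 4 had 1 embryo lying farther from the others than the 95% critical value of Dixon's ratio for 6 samples, and 1.8 would be expected by chance. All 4 were reads of a gene of the other sex. Where the other 5 embryos have no read, any single read gives the largest possible ratio.

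Xist was at 0.302 CPM in male embryo 6, from 2 reads, and had no read in the other 5 male embryos. The 2 reads are 0.300 CPM before TMM scaling (Wilson 95% confidence interval 0.0823 to 1.09), below the 0.4503 CPM that 3 reads can show. If reads had been carried over from female libraries at this fraction of the female level (0.315%), 0.385 reads of B230206F22Rik and Fthl17 together would be expected, and 0 were observed. The count is too small to tell, so the reads cannot be told apart from carry-over. No biological explanation was tested.

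Eif2s3y was at 2.19 CPM in female embryo 11, from 16 reads, against at most 0.150 CPM in the other female embryos. The 16 reads are 2.14 CPM before TMM scaling (Wilson 95% confidence interval 1.32 to 3.48), above the 0.402 CPM that 3 reads can show. Ddx3y and Ube1y1 were at 0.137 CPM in the same embryo, from 1 read each (0.134 CPM before TMM scaling, Wilson 95% confidence interval 0.0236 to 0.758), and had no read in the other female embryos. Had all Y-linked reads been carried over from male libraries at the fraction of Eif2s3y (2.84% of the male level), 27.7 reads of Ddx3y and Ube1y1 would be expected, against 2 observed (exact Poisson test, p = 7.79e-10). Reads of the X-linked paralog Eif2s3x counted on Eif2s3y would require more of the paralog, but Eif2s3x was at 1.09 times the mean of the other females in this embryo while Eif2s3y was at 72.9 times. The tests go against both explanations, but the first treats the reads of amplified cDNA as independent and takes the mean of male embryos that differ widely in these genes, so carry-over is not excluded. Carry-over of an Eif2s3y product alone and a strain variant were not tested, and the design gives no condition by which a biological explanation could have been tested.

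The sex difference differed between fetal and adult liver for 4384 of 13026 genes at an adjusted p-value under 0.1 of edgeR's stage by sex interaction. Of 100 splits of the livers within each stage, the real one included, only the real one (1 split) gave as many, and the next highest gave 430. The share of mapped reads on genes, which was lower in male than in female fetal livers, remains a candidate explanation for part of it. Across autosomal genes, the fetal sex effect correlated with the change predicted from within-sex slopes on that share (Spearman rho 0.605), and 3.67% of the fetal calls remained with the share as a covariate. In adult liver the same correlation was 0.248 and 85.5% of calls remained. The shares of calls kept are not a like comparison. In fetal liver the share of mapped reads differed by -3.64 percentage points, with SDs of 1.57 in males and 1.42 in females. In adult liver it differed by -5.51, with SDs of 8.34 and 7.50. A covariate so close to sex in fetal liver takes calls away whether or not it is their cause. Gene length also correlated with the fetal sex effect (Spearman rho 0.438) and hardly with the adult one (-0.0417). Markers of macrophages differed between the sexes in adult liver by -0.555 log2 CPM and in fetal liver by -0.110. With the share as a covariate of each stage, 1489 genes differed between the livers, and 1381 of the 4384 (31.5%) were among them in the same direction. These are not fully explained by the share, and for the others the difference cannot be told apart from it. How much of the rest comes from gene length in fetal liver or from macrophage content in adult liver was not separated, so biological stage-specific effects remain a hypothesis.

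Of 14 genes past both thresholds with opposite directions in the 2 livers, the 3 with the smallest interaction p-values were Esr1, Sall1 and Tox. Esr1, the estrogen receptor alpha gene (chromosome 10, 4612046 to 5003761), had 8.69 ± 2.40 CPM (SD, n = 12) in male and 6.02 ± 1.99 CPM (SD, n = 12) in female fetal livers, a log2 (male/female) of 0.53 (edgeR adjusted p = 0.0234). In adult livers it had 23.9 ± 4.93 CPM (SD, n = 12) and 68.6 ± 9.96 CPM (SD, n = 12), a log2 (male/female) of -1.53 (edgeR adjusted p = 1.92e-14). The difference was -2.03 (standard error 0.196, edgeR adjusted p = 1.05e-11). Sall1 (chromosome 8, 89027243 to 89044162) had a log2 (male/female) of 0.57 in fetal and -1.20 in adult liver, a difference of -1.73 (standard error 0.199, edgeR adjusted p = 1.59e-09). Tox (chromosome 4, 6687386 to 6990723) had 0.51 and -1.42, a difference of -1.90 (standard error 0.256, edgeR adjusted p = 7.46e-08). With the share of mapped reads on genes as a covariate, the fetal values of Esr1, Sall1 and Tox were 0.16, 0.27 and 0.06 with adjusted p-values above 0.1, so the male bias in fetal liver cannot be told apart from the difference in that share (rho 0.605 across genes). The difference between the livers remained with that covariate, at -1.76, -1.52 and -1.48 (edgeR adjusted p = 2.50e-06, 2.12e-05 and 9.08e-04). The adult values kept their direction and their adjusted p-value under 0.1 under every alternative tried for adult liver. A female bias of these genes that appears in the adult is a hypothesis of biological change with stage. The difference in macrophage markers in adult liver (-0.555 log2 CPM) is a mean over 13 markers and sets no bound for a single gene. The 3 genes were not adjusted for these markers, so a contribution of macrophage content to their adult values is not excluded.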

How the results depend on the processing

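Comparisons were run again under alternatives, most of which changed a single choice. DESeq2 changes the test, the size factors and, through its own filter on low counts, the genes tested (5210 in embryos against 9087 with edgeR), and these were not separated, except that its size factors were also used within edgeR. Those set before the data were examined were DESeq2 with and without a prior on fold changes, size factors of DESeq2 within edgeR, no expression filter, a fit shared by all 4 stages, no fold change threshold, the share of mapped reads on genes as a covariate, livers chosen by that share, lines of ES cells left out in turn, and other summaries of single measures. DESeq2 on all genes with at least 1 read, the share as a covariate of the stage by sex interaction, the correlations of X-linked sex effects without Xist, the fetal list built on the adult fold change, the direction of shared genes in the fold changes of Table S2 and DESeq2 for the fetal pathway genes were chosen after seeing the data. Over 66 results there were 193 such comparisons. Of these, 132 kept their direction and their side of the threshold or stayed within the replicate spread, 5 became significant in the same direction, 3 reversed and 53 moved by more than the replicate spread or the allowed ratio of 1.5 for gene counts. Where no cause is given, the cause was not tested. For the 65 named genes and stages there were 410 comparisons. In 377 the call was unchanged, in 26 it was lost and in 7 it was gained, and no gene reversed its direction. Of the 26, 4 were lost because DESeq2's own filter left B230206F22Rik and Fthl17 without an adjusted p-value in embryos. The 26 do not include Kdm6a in adult liver, which passed both thresholds with edgeR but not with DESeq2 and a prior.

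With DESeq2 the eight-cell embryos had 64 dimorphic genes without a prior and 63 with one, against 24 with edgeR, and the fetal liver had 387 with a prior against 600. The number of X-linked genes of Table 1 below -0.5 in adult liver was 2 with the prior against 5. On all genes with at least 1 read, DESeq2 gave 73 (with a prior) and 80 (without) genes in the embryos. Of the latter 31.3% were autosomal against 12.5%. There the ratio of adult to fetal dimorphic genes was 3.18 with the prior and 2.08 without it, against 1.64.

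In the fit shared by all 4 stages, the embryos had 1387 dimorphic genes, of which 88.7% were autosomal, the ES cell lines had 333 against 1205, of which 66.7% were autosomal against 74.7%, and the fetal livers had 278. The ratio of adult to fetal genes was 2.58. The coefficient of variation was 0.708 in embryos and at most 0.146 in the other stages, and a shared fit gives each gene the same dispersion in all stages. For genes that vary more in embryos, that dispersion is too low there and too high elsewhere. How many of the embryo calls of this fit are false was not tested.

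Without the expression filter there were 1057 dimorphic genes in fetal liver and 1518 in adult liver, against 600 and 984. Without the fold change threshold there were 4807 and 3400, with a ratio of adult to fetal genes of 0.707, and 77.9% of the ES cell genes were autosomal. The overlap of the livers without that threshold fell to 0.926 times the chance number, below 1 where it had been 1.14, and held 25.7% of the fetal genes against 6.33%. The share of shared genes with the same direction was then 55.9% of 1234 genes with a p-value of 1.84e-06, against 63.2% of 38 genes. With DESeq2 and a prior on all genes with at least 1 read the overlap was the chance number, at 0.983 times (26 genes against 26.4 expected). A fetal list of genes with a fetal adjusted p-value under 0.1 and an adult fold change past the threshold, from DESeq2 without a prior on all genes with at least 1 read, shared 63.6% of its genes with the adult list of that fit, 8.66 times the chance number, but that fold change is also a criterion of the adult list.

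With the share of mapped reads on genes as a covariate, 29 genes were dimorphic in fetal liver, 22 of them among the 600. Of the 29, 69.0% were autosomal against 94.7%, and the ratio of adult to fetal genes was 30.9. In fetal liver the share differed between the sexes, so the covariate also removes part of any effect of sex, and these values do not separate the 2. With the share as a covariate of each stage, the sex difference differed between the livers for 1489 genes against 4384. Among fetal livers with 40% to 45% of mapped reads on genes, 451 genes were dimorphic. The share and the reads outside genes still differed between the sexes among these livers.

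With the gene lists of Table S2 the correlation of sex effects between livers for fetal autosomal genes was 0.209 (p = 0.00249) against 0.0888. Without Xist and B230206F22Rik the median distance of the X-linked genes of Table 1 from Xist was 55.2 Mb and its p-value 0.0445, against 54.98 Mb and 0.0535. The number of genes detected in eight-cell embryos was 14377 with a read in any embryo, against 7177 with a read in every embryo.

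The ratio of autosomal to X-linked expression moved most with its summary. With the mean over genes it was 1.24 in male and 0.731 in female embryos, 1.18 and 0.658 in ES cell lines, 1.19 in male fetal livers, and 1.42 and 1.34 in male and female adult livers. With all genes with at least 1 read it was 4.90 and 2.06 in embryos, 2.70 and 1.34 in ES cell lines, 2.15 and 2.26 in fetal livers and 3.37 and 2.84 in adult livers. The difference between male and female fetal livers was 0.0549 with the mean over genes, reversed from -0.0309, and -0.107 with all genes with at least 1 read (permutation p = 0.013). The male ratio was the higher in embryos, ES cell lines and adult livers under all 3 summaries.

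Over genes with a mean of at least 10 CPM, the coefficient of variation was 0.521 in embryos, 0.129 in ES cell lines, 0.115 in fetal livers and 0.145 in adult livers. The median correlation between samples of the same sex was then 0.970 and 0.994 in male and female ES cell lines, 0.986 in male fetal livers, and 0.966 and 0.957 in male and female adult livers.

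Leaving out each ES cell line in turn gave a median log2 (male/female) of the X-linked genes of Table 1 from -1.01 to -0.903. Counts of dimorphic ES cell genes were not run without a line, since that leaves 1 sample in a group. No paired analysis was possible because the male and female samples of each stage share no replicate numbers and no pairing by litter is given.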

Differences from the paper's values

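The paper's values are set beside the values obtained here with edgeR, followed by the alternatives set before the data were examined that bring the values together. A gap in a count, share or ratio is called closed where neither value is more than 1.5 times the other, even if a difference remains, and a gap in a log2 value or correlation where the values differ by no more than their error.

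For eight-cell embryos the paper reports 69 dimorphic genes, and 24 were obtained here. The paper's 51 X-linked genes compare with 18 and its 15 autosomal genes with 3. DESeq2 gave 64 genes (47 X-linked, 14 autosomal) without a prior on fold changes and 63 (46 X-linked, 14 autosomal) with one, which closes the gap for all 3 numbers. The fit shared by all 4 stages (1387 genes), the fit without the expression filter (25), the covariate (21), the other size factors (24) and the adjusted p-value alone (24) did not. On all genes with at least 1 read, a setting chosen after seeing the values, DESeq2 gave 73 genes with a prior (50 X-linked, 20 autosomal), which also closes the gap for all 3, and 80 without (51 X-linked, 25 autosomal), which closes it except for the autosomal genes.

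For fetal liver the paper reports 394 dimorphic genes, and 600 were obtained here, with 369 autosomal genes in the paper and 568 here. The gap was closed for both numbers by DESeq2 without a prior (568 genes, 538 autosomal) and with one (387, 364 autosomal), by the fit shared by all 4 stages (278, 259 autosomal) and by the livers with 40% to 45% of mapped reads on genes (451, 425 autosomal). It was not closed by the other size factors (599), by the lack of a filter (1057), by the covariate (29) or by the adjusted p-value alone (4807). DESeq2 with a prior on all genes with at least 1 read, chosen after seeing the values, gave 403 genes (380 autosomal), which also closes it, and without a prior 688 (652 autosomal), which does not. Fig. S8 gives other numbers for fetal liver, about 640 autosomal and about 26 X-linked genes, read by eye, and the 568 and 24 here are within 1.5 times these.

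For adult liver the paper reports 1488 dimorphic genes, and 984 were obtained here. Without the expression filter edgeR gave 1518, which closes the gap. DESeq2 without a prior gave 995, only 11 more genes than edgeR, which falls just within 1.5 times. The other alternatives did not close it. DESeq2 on all genes with at least 1 read, chosen after seeing the values, gave 1281 with a prior and 1434 without, which also close it. The X-linked dimorphic genes of adult liver are about 55 in Fig. S8, read by eye, against 35 here. Without the expression filter there were 63, which closes the gap, and no other alternative set before the data were examined did. DESeq2 on all genes with at least 1 read, chosen after seeing the values, gave 51 with a prior and 55 without, which close it.

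The paper gives 3.8 times as many dimorphic genes in adult as in fetal liver, and the ratio was 1.64 here. The fit shared by all 4 stages gave 2.58, which closes the gap, and the other alternatives set before the data were examined did not. DESeq2 with a prior on all genes with at least 1 read, chosen after seeing the values, gave 3.18, which closes it, and without a prior 2.08, which does not.

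The paper reports that 72% of the autosomal and 67% of the X-linked genes dimorphic in fetal liver were dimorphic in adult liver, with an enrichment of 11.95 fold. The values here were 5.28%, 16.7% and 1.14 fold. None of the alternatives set before the data were examined closed these gaps. A fetal list of genes with a fetal adjusted p-value under 0.1 and an adult absolute log2 (male/female) above 0.5, both from DESeq2 without a prior on all genes with at least 1 read, set against the 1434 adult genes of that fit and chosen after seeing the values, gave 63.6% of autosomal genes, 60.0% of X-linked genes and 8.66 fold, which closes all 3. The adult fold change is also a criterion of the adult list, so a high overlap follows from the way this list is made.

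The paper's ratio of autosomal to X-linked expression in adult liver is 1.84 in males and 1.82 in females, against 1.20 and 1.13 here. With the mean over genes in place of the median the ratios were 1.42 and 1.34, which closes the gap for both. The difference between the sexes was then 0.0826 (two-sided permutation test, p = 0.0002), not smaller than with the median. The paper may have used variance stabilized counts, a scale that was not tried here, so a closed gap does not identify its summary. With all genes with at least 1 read they were 3.37 and 2.84, which does not.

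The paper's correlation of sex effects between the livers was 0.094 for X-linked genes dimorphic in fetal liver, against 0.45 here, and -0.042 for autosomal genes dimorphic in adult liver, against 0.0446 here. Neither DESeq2 (0.401 and 0.0545) nor the gene lists of Table S2 (0.503 and 0.0487) closed these gaps. Without Xist, a setting chosen after seeing the values, the X-linked correlation was 0.323 over 14 genes, which closes the gap within the error of so few genes.

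In Table 1 the paper gives a log2 (male/female) in eight-cell embryos of -9.01 for Xist, 5.94 for Eif2s3y, 8.49 for Ddx3y, 9.02 for Ube1y1, -6.73 for B230206F22Rik and -5.67 for Fthl17. The values here were -10.34, 7.40, 10.12, 10.70, -9.19 and -8.32. DESeq2 did not close the gaps for Xist, Eif2s3y, Ddx3y and Ube1y1, with -10.66, 7.59, 10.27 and 10.87 without a prior. For B230206F22Rik and Fthl17 it gave -8.62 and -7.75 without a prior. With a prior, all sizes were smaller than the paper's. No male embryo had a read of B230206F22Rik or Fthl17, so the size of their values depends on how each fit treats a group without reads. For these genes only the direction can be compared with the paper, and it was the same.

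Other statements of the paper differ in part from the values here. The paper describes the overlap between the livers as substantial, and the shared genes were 1.14 times the number expected by chance (two-sided Fisher's exact test, p = 0.356). It describes the ratio of autosomal to X-linked expression as similar in the sexes, and in adult liver the ratio of median CPM differed by 0.0642 (two-sided permutation test, p = 0.00244). The scale of the paper's ratio may differ. It names Xist and Eif2s3x as the X-linked genes of Table 1 whose bias is kept in liver, and Kdm6a had a log2 (male/female) of -0.71 in fetal and -0.52 in adult liver, though with DESeq2 and a prior it did not pass both thresholds in adult liver. It gives one number of transcripts expressed across all eight-cell embryos, which lies between the 7177 genes with a read in every embryo and the 14377 with a read in any embryo.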

Other observations

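The tests of gene length and of the adult fold change estimated without a prior were chosen only after the results were seen. The comparisons within groups of livers by the share of mapped reads were also added then.

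The number of dimorphic genes was counted for 100 splits of the same samples into groups of the same sizes, the real split included. For the eight-cell embryos, 2 of the 100 splits gave as many genes as the real split's 24, and the other of them gave 27 and matched the real grouping for 8 of the 12 embryos. For fetal liver 1 of 100 splits, the real one, gave 600 genes, and the next highest gave 282. For adult liver 1 of 100 splits, the real one, gave 984, and the next highest gave 301. The median of the other splits was 0 genes at each of these stages. The split that gave 27 genes in the embryos follows no batch that the labels or the paper give.

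In fetal liver, 493 of the 600 dimorphic genes were male-biased. Without the fold change threshold, 2287 genes were male-biased and 2520 female-biased, so the male excess was seen only past that threshold. The share of mapped reads assigned to genes was lower in males, and a candidate explanation is that it moves the counts of many genes together. Across 12424 autosomal genes the sex effect correlated with the change predicted from the within-sex slopes on that share (Spearman rho 0.605), and 22 of the 600 calls (3.67%) remained with the share as a covariate. Among livers with 40% to 45% of mapped reads on genes 451 genes were dimorphic, 399 of them male-biased, and 404 were among the 600. The share still differed between the sexes within that range, and their reads outside genes did not overlap. Gene length was tested as a second technical explanation. The sex effect correlated with the genomic length of the gene (Spearman rho 0.438), and male-biased genes spanned a median of 63.4 kb, female-biased genes 10.2 kb and all genes 23.2 kb. With the share as a covariate, 20 autosomal genes passed both thresholds. Since the share and sex go together in fetal liver, calls would be lost whether or not the share is their cause. For most of the autosomal genes called in fetal liver, the sex difference therefore cannot be told apart from a library or RNA composition effect, and a biological origin of that composition was not tested.

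In adult liver the same tests gave a weaker relation. The sex effect correlated with the change predicted from the share at a rho of 0.248, and 841 of the 984 calls (85.5%) remained with the share as a covariate. The sexes overlapped more in the share there, so the calls kept cannot be compared directly with those of fetal liver. The tests leave open a partial effect of the share on the adult sex differences. The correlation with gene length was -0.0417, which goes against gene length as an explanation there.

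Cell type markers, listed before the test, were compared between the sexes as the mean log2 CPM over a set. The 6 tests over both livers were adjusted together. Markers of macrophages were lower in adult males by -0.555 (4.96 ± 0.256 against 5.51 ± 0.280, SD, n = 12 each, two-sided permutation test, p = 6e-05, adjusted p = 0.00018), with 13 of 13 markers lower in males and 9 of them dimorphic. Within adult livers with at least 40% of mapped reads on genes the difference was -0.626 (8 males and 8 females, two-sided exact permutation test, p = 0.000932), and within those under 40% it was -0.413 (4 males and 4 females, two-sided exact permutation test, p = 0.0857). In fetal liver it was -0.110 (two-sided permutation test, p = 0.0848, adjusted p = 0.17), and 11 of 14 markers were lower in males. Within the 10 male and 8 female fetal livers with 40% to 45% of mapped reads on genes it was -0.121 (two-sided exact permutation test, p = 0.0818). A smaller macrophage content of male adult livers may therefore contribute to the female bias of genes expressed in macrophages. This was found without cell counts, and lower expression per cell would give the same values. Hepatocyte markers differed by -0.0548 in adult (adjusted p = 0.48) and -0.0081 in fetal liver (adjusted p = 0.881). Over the 7 of 13 erythroid markers kept in fetal liver, no difference was detected (-0.0606, adjusted p = 0.523). With so few of the markers kept, a difference in blood cell content there is not excluded. Blood cell content could not be tested in adult liver, where 1 of 13 markers was kept (a difference of 2.84 from that gene alone).

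In Table S2 the paper lists 394 genes as dimorphic in fetal liver, and the fold changes it gives for fetal liver are below 0.5 in size for 57 of the 112 genes unique to fetal liver and 230 of the 282 common to both livers. A candidate explanation is that the list was drawn with the adult fold change in place of the fetal one. Estimated by DESeq2 with a prior on all genes with at least 1 read, the adult log2 (male/female) was above 0.5 in size for 13.4% of the 112 genes, which leaves the question open. Estimated without a prior it was above 0.5 for 100% of them (112 genes), against 3.14% of the 4363 other genes with a fetal adjusted p-value under 0.1. A fetal adjusted p-value under 0.1 together with an adult value above 0.5 gave 517 genes, which include 380 (96.4%) of the 394, whereas the fetal value in its place gave 688 genes, which include 100 (25.4%). The values are consistent with a list that follows the adult fold change, which remains a hypothesis, since the code of the paper was not used here. In the paper's own fold changes, 52 of the 282 common genes are above 0.5 in size at both stages.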
